# Microenvironment-derived factors driving metastatic plasticity in melanoma

**DOI:** 10.1038/ncomms14343

**Published:** 2017-02-09

**Authors:** Isabella S. Kim, Silja Heilmann, Emily R. Kansler, Yan Zhang, Milena Zimmer, Kajan Ratnakumar, Robert L. Bowman, Theresa Simon-Vermot, Myles Fennell, Ralph Garippa, Liang Lu, William Lee, Travis Hollmann, Joao B. Xavier, Richard M. White

## Abstract

Cellular plasticity is a state in which cancer cells exist along a reversible phenotypic spectrum, and underlies key traits such as drug resistance and metastasis. Melanoma plasticity is linked to phenotype switching, where the microenvironment induces switches between invasive/MITF^LO^ versus proliferative/MITF^HI^ states. Since MITF also induces pigmentation, we hypothesize that macrometastatic success should be favoured by microenvironments that induce a MITF^HI^/differentiated/proliferative state. Zebrafish imaging demonstrates that after extravasation, melanoma cells become pigmented and enact a gene expression program of melanocyte differentiation. We screened for microenvironmental factors leading to phenotype switching, and find that EDN3 induces a state that is both proliferative and differentiated. CRISPR-mediated inactivation of EDN3, or its synthetic enzyme ECE2, from the microenvironment abrogates phenotype switching and increases animal survival. These results demonstrate that after metastatic dissemination, the microenvironment provides signals to promote phenotype switching and provide proof that targeting tumour cell plasticity is a viable therapeutic opportunity.

## Abstract (web summary)

Phenotype switching is a form of plasticity that allows melanoma cancer cells that leave the primary tumour to invade secondary sites, to switch from an invasive to a proliferative state. Here the authors identify EDN3, and its synthetic enzyme ECE2, as a regulator of melanoma plasticity in the microenvironment.

Prevailing models of metastasis have implicated changes in cellular differentiation as a key driver of the process. These models have suggested that undifferentiated/invasive cells initiate metastasis, and these cells then seed secondary organs to establish successful macrometastases. Two models for cell state transitions in melanoma have been proposed: the cancer stem cell model (hierarchical, irreversible) and the phenotype switching/plasticity model (reversible). An unanswered question prevails in the existing models: how do the slowly proliferative, invasive cells which arrive at new sites exit that state to then resume proliferation in secondary sites? In melanoma, these changes in cell state are regulated by the transcription factor MITF, which has been proposed to act as a molecular rheostat: cells with low levels of MITF are invasive, whereas those with higher levels of MITF are proliferative^1^,^2^,^3^. Because MITF also drives differentiation, one implication of this model is that cells which are ultimately successful in metastatic sites should be simultaneously proliferative and differentiated. As switches between the invasive/MITF^LO^ versus proliferative/MITF^HI^ states are posited to be due to microenvironmental factors, this would paradoxically imply that microenvironments which promote the differentiated cell state would be most strongly associated with metastatic success^4^. The identity of such differentiation inducing factors in melanoma metastasis remains largely unknown, yet has important consequences in understanding the forces that drive macrometastatic colonization. To address this idea, we have used a zebrafish model of melanoma to monitor changes in cell differentiation during metastatic engraftment, and find that although early metastases are seeded by undifferentiated cells, over time these cells enact a gene program of melanocytic differentiation that is strongly associated with proliferation. The microenvironment induces this differentiated metastatic state in part through the developmental morphogen EDN3. Prevention of this differentiated cell state via EDN3/ECE2 inactivation doubles survival of the animals, suggesting that the acquisition of a differentiated cell state is necessary for metastatic success in melanoma, and can be prevented by interrupting microenvironment-melanoma cross-talk. Our data would imply that solely targeting undifferentiated cell populations is likely to miss an important component of metastatic lesions.

## Results

### Zebrafish imaging demonstrates that metastases differentiate

We utilized a zebrafish model of melanoma to monitor changes in differentiation during metastatic spread. We created transgenic zebrafish in which the melanocyte-specific mitfa promoter drives the human BRAF^V600E^ gene^5^,^6^ along with a mitfa-green fluorescent protein (GFP) reporter cassette. From this animal, we derived a zebrafish-specific melanoma cell line, ZMEL1-GFP, which can be transplanted into the transparent *casper* strain of fish and metastatic patterns visualized using *in vivo* imaging^7^. Similar to most human melanoma cell lines, the ZMEL1-GFP line was completely unpigmented *in vitro* and has a highly mesenchymal appearance (Fig. 1a, left). This allowed us to monitor differentiation using both the mitfa-GFP transgene as well as melanin pigmentation of the tumours. Whereas melanin in mammals is not a consistent marker of differentiation, zebrafish produce a very dark variant of melanin that is easily visualized, because fish carry a polymorphism of the pigmentation gene SLC24A5 that is typically associated with darker skin in individuals of African descent^8^. Upon transplantation into subcutaneous sites (Fig. 1a, top), akin to an in-transit metastasis in humans, we first observed that local tumours were mitf-GFP+ but completely unpigmented. With a latency of 7–14 days, 100% of the locally engrafted skin tumours regained pigmentation, a reflection of melanocytic differentiation. The secondary subcutaneous metastases that then developed were also initially mitf-GFP+ and unpigmented, but 53% of the subcutaneous metastases then became visibly pigmented by day 14 (Fig. 1a and Supplementary Movies 1 and 2). This suggested that metastases are initially undifferentiated but became differentiated after engraftment. To confirm this, we directly transplanted ∼50 unpigmented ZMEL1-GFP cells into the vasculature of larval *casper* zebrafish, bypassing the initial skin site (Fig. 1a, bottom). We used larvae for this assay, rather than adults, due to the greater accessibility of the vasculature. Cells initially circulated widely, but within 24 hours extravasated in several areas including the skin, caudal haematopoietic territory and the eye. Over the next 7–28 days, these animals formed widespread macrometastases that were also visibly pigmented (Fig. 1a, bottom), the appearance of which is dominated by the superficial subcutaneous metastases. In both the adult and larval assays, this pattern of metastatic spread is analogous to Stage IV (Tx/Nx/M1a) disease. Histological analysis of a widely disseminated tumour confirmed clear areas of pigmentation in muscle invasive disease (Fig. 1c) adjacent to the overlying skin. To ensure that our findings were not unique to the ZMEL1 line, we performed similar experiments with an additional zebrafish melanoma cell line, ZCREST1. This line is derived from a BRAF;p53 tumour but the reporter GFP gene is driven by the *crestin* neural crest reporter, as previously described^9^. Similar to the to the ZMEL1 results, the initially engrafted ZCREST tumours were GFP+ but unpigmented, but had become pigmented by day 14–44 post-transplant (Supplementary Fig. 2). These data are consistent with mouse studies showing acquisition of a pigmented phenotype after dissemination and engraftment^10^. Pigmentation of melanocytes typically coincides with the acquisition of a dendritic phenotype^11^. To further confirm that the initially undifferentiated ZMEL1-GFP cells could actively differentiate *in vivo,* we used time-lapse microscopy of cells injected into the vasculature of the fish to analyse their morphology. Within 57 hours post extravasation, the melanoma cells acquire a highly dendritic appearance characteristic of differentiated melanocytes, and by 5 days post transplant, 83% had acquired a dendritic appearance (defined as greater than two projections away from the cell body) compared with none on the day of transplant (Fig. 1c,d, Supplementary Fig. 1 for quantification of dendricity and Supplementary Movie 3 for time-lapse imaging movie), confirming that post-extravasation differentiation is an early step in metastatic engraftment.

### Metastases exhibit a differentiation signature

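RNA was sequenced from 2 libraries of parental ZMEL1-GFP cells kept in culture and from 4 libraries of ZMEL1-GFP cells that had spread through casper larvae, a strain without melanocytes and iridophores. About 50 cells were placed in each larva. The sample labels give the transplant at 2 and the end at 21 days post fertilization, while the methods give 18 to 21 days for the metastases to form. The fish were taken apart with Liberase and the cultured cells were detached with trypsin, after which both were sorted by GFP fluorescence and their RNA was amplified. The authors mapped 50-base single-end reads to the zebrafish genome build Zv9 with GSNAP, counted them over the genes of Ensembl release 75 with HTSeq and compared the groups with DESeq2. The deposited table holds 1 value per library on a log2 scale for 33737 gene identifiers, without coordinates. The transformation behind these values is not given in the sources used here, and the 3247 identifiers at exactly 0 in all 6 libraries were taken as not measured. The table does not show the sequencing depth. Between 14230 genes (in vitro replicate 1) and 16713 genes (disseminated replicate 2) had a value of at least 10 once taken back from the log2 scale. The values were compared with limma, with a variance trend and Benjamini-Hochberg adjustment, over the 16378 genes that averaged at least 10 in this way over the 6 libraries. The comparison by limma and camera, the gene lists and the rule for the genes to name were set before the data were examined, with the paper's figures and tables known. The use of the values without a further transform, the matching of list entries, the settings of the enrichment test and the leaving out of some genes that the rule picks came afterwards. The in vitro libraries correlated at r = 0.960 with each other across genes, which are not independent replicates. Disseminated replicates 1, 2 and 4 correlated with their own group at a median r of 0.901, 0.926 and 0.901, while disseminated replicate 3 stood apart at 0.833. Disseminated replicate 4 was as close to the in vitro libraries (median r 0.908) as to its own group. The first principal component held 55.7% of the variance and the second 22.1%. With 2 libraries against 4, an exact two-sided permutation test of a single gene cannot give a p under 0.0667, so each call rests on the spread that limma shares across genes. No source used here says that the in vitro libraries came from separate cultures, so the p-values measure only the spread between these libraries. Data were simulated for 6 libraries with normal noise, independent between genes and equal in every library. In them, 6% of genes changed by 1 on the log2 scale were called, 40% of those changed by 2, 78% by 3 and 84% by 4, with 4 false calls among 108. The simulation has no correlation between genes and no library that stands apart, so its share of false calls may not hold for the real libraries.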

To quantify the extent of this differentiation program, we performed RNA-seq on the metastatic ZMEL1-GFP cells as compared with the parental cells *in vitro,* generating a list of ∼2,000 genes that were altered after dissemination (Fig. 2a and Supplementary Data 1). 

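Genes of pigment production leaned upward in ZMEL1-GFP cells after dissemination. pmela (ENSDARG00000091298), a zebrafish copy of PMEL, which forms the fibrils on which melanin is laid down, had a log2 value of 5.34 ± 1.03 (SD, n = 2) in vitro and of 10.35 ± 0.84 (SD, n = 4) after dissemination, a log2 fold change of 5.01 (standard error 0.54, adjusted p = 0.000539 from limma). tyrp1b (ENSDARG00000056151), a copy of the melanin-synthesis gene TYRP1, went from 4.95 ± 1.84 (SD, n = 2) to 9.11 ± 1.09 (SD, n = 4), a log2 fold change of 4.16 (standard error 0.75, adjusted p = 0.00758 from limma). The other PMEL copy, pmelb, had a log2 fold change of 2.86 (standard error 0.60, adjusted p = 0.0149 from limma). tyr (ENSDARG00000039077), the gene of tyrosinase, which catalyses the first step of melanin synthesis, had a log2 fold change of 1.37 (standard error 0.39, adjusted p = 0.0525 from limma). dct (ENSDARG00000006008), the gene of dopachrome tautomerase, had a log2 fold change of 2.203 (standard error 0.70, adjusted p = 0.0805 from limma). Both miss the threshold, although all 4 disseminated libraries lay above both in vitro libraries for each gene. So does the other TYRP1 copy, tyrp1a, with 1.498 (adjusted p = 0.170 from limma). Of 36 tested genes of melanocyte differentiation, 11 were higher and 0 lower at an adjusted p under 0.05 from limma, and 16 were higher when adjusted over the list alone. At an unadjusted p under 0.05 the counts were 18 higher and 0 lower. The list holds the genes that the paper's own figures show, so its direction is not independent evidence. Its median log2 fold change was 1.24, with an adjusted p of 3.22e-06 from camera, which compares a list with all other genes, and an adjusted p of 0.298 with an estimated correlation between genes. The median was 0.50 with a minimum mean of 50 and 0.87 with quantile normalization, its lowest values, and at most 1.41. Of 8 tested genes of the retinal pigment epithelium, the pigmented layer that casper fish keep in the eye, 0 passed the threshold of limma in either direction and 1 was higher and 1 lower at an unadjusted p under 0.05. Of 28 tested genes typical of muscle, 8 were higher in the same libraries (adjusted p = 1.63e-07 from camera for the list, adjusted p = 0.345 with an estimated correlation). The count of 11 melanocyte genes became 1 (pmela) without in vitro replicate 1, 7 without in vitro replicate 2, 6 without disseminated replicate 2, 3 with no filter on low values and 19 with libraries weighted by their quality or a replicate block. The replicate block rests its fold changes on disseminated replicates 1 and 2 alone, since replicates 3 and 4 have no in vitro partner. The log2 fold change of dct was 0.72 without in vitro replicate 1 and 3.69 without in vitro replicate 2. The calls of tyrp1b and pmelb end without in vitro replicate 1 and with no filter, and that of pmelb also without disseminated replicate 2. By contrast, tyr passes without disseminated replicate 1 or 3 and with upper-quartile rescaling, dct passes without in vitro replicate 2, and both pass, with tyrp1a, when libraries are weighted by their quality and with a replicate block.

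**Figure D1:**
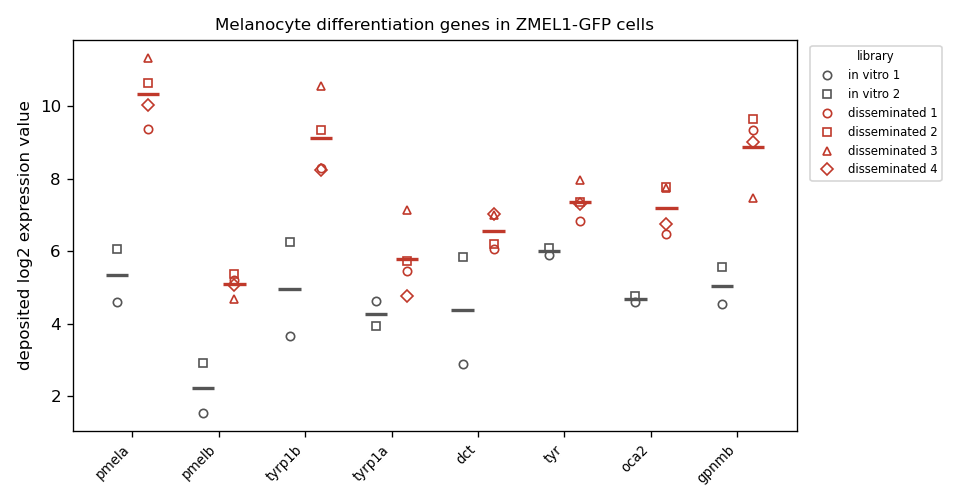
Log2 expression values of 8 melanocyte genes in the 2 in vitro libraries (grey) and the 4 disseminated libraries (red). Each symbol is a library and each bar a group mean. For pmela the disseminated libraries lie between 9.37 and 11.34, above the in vitro libraries at 4.61 and 6.06, and the in vitro libraries are far apart for tyrp1b and dct.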

We found that canonical differentiation genes such as PMEL, TYR, TYRP1 and DCT were all upregulated in the disseminated cells (Fig. 2b), all known targets of MITF^12^. 

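Neither zebrafish copy of MITF, the transcription factor that directs melanocyte development, passed the threshold of limma. mitfa (ENSDARG00000003732) had a log2 value of 9.90 ± 0.04 (SD, n = 2) in vitro and 9.69 ± 0.69 (SD, n = 4) after dissemination, a log2 fold change of −0.21 (standard error 0.40, adjusted p = 0.783 from limma). It lay above both in vitro libraries in 2 of 4 disseminated libraries. mitfb (ENSDARG00000037833), present at a far lower level, went from 3.73 ± 0.34 (SD, n = 2) to 4.35 ± 0.61 (SD, n = 4), a log2 fold change of 0.63 (standard error 0.60, adjusted p = 0.543 from limma). The fold change of mitfb ran from 0.039 with quantile normalization to 1.05 with a replicate block. sox10, which drives MITF expression in the neural crest, had a log2 fold change of 0.17 (standard error 0.26, adjusted p = 0.719 from limma). Relatives of MITF that bind similar DNA motifs rose, tfeb with a log2 fold change of 3.75 (standard error 0.40, adjusted p = 0.000539 from limma) and tfec with a log2 fold change of 2.62 (standard error 0.45, adjusted p = 0.00612 from limma). tfec stood at 7.07 in disseminated replicate 4 against 8.46 to 8.50 in the other disseminated libraries. tfe3a, another relative, fell by 1.68 on the log2 scale (adjusted p = 0.0207 from limma). The neuregulin receptor genes erbb3b and erbb3a rose by 3.11 (adjusted p = 0.00180 from limma) and 2.17 (adjusted p = 0.0143 from limma). tfe3a and erbb3a were singled out after their values were seen. These were the 4 higher and 1 lower genes among 17 tested regulators of melanocyte development (5 higher and 1 lower when adjusted over the list alone). The median of the list was 0.39, with an adjusted p of 0.0453 from camera and an adjusted p of 0.482 with an estimated correlation. Camera's threshold is missed without in vitro replicate 2 (adjusted p = 0.0607), without disseminated replicate 1 or 3, without a variance trend, with libraries weighted by their quality and with a replicate block (adjusted p = 0.0709). Of 14 tested genes typical of the lens, 7 were higher in the same libraries (adjusted p = 1.14e-06 from camera for the list, adjusted p = 0.298 with an estimated correlation). Without disseminated replicate 4 the log2 fold change of mitfa is 0.087, on the other side of 0. The calls of tfec and erbb3b end without in vitro replicate 1, that of tfec also with no filter on low values.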

We found only a small increase in MITFB and no increase in MITFA (the two zebrafish orthologues of MITF), suggesting that it is increased activity, rather than expression, of MITF that was leading to the differentiation program. We also found a significant increase in markers of proliferation such as MYC and MYCL (Supplementary Fig. 3), consistent with prior observations that differentiation and proliferation are tightly linked in melanoma^2^, in part by regulating levels of MITF activity^13^. 

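The MYC family of growth-promoting transcription factors leaned upward in the disseminated cells, while genes of the cell cycle itself leaned downward. myclb (ENSDARG00000034956), a copy of MYCL, went from a log2 value of 4.89 ± 0.26 (SD, n = 2) in vitro to 6.96 ± 0.63 (SD, n = 4), a log2 fold change of 2.08 (standard error 0.46, adjusted p = 0.0187 from limma). The other family members did not pass the threshold of limma: myca had a log2 fold change of 1.53 (adjusted p = 0.0556), mycn 1.36 (adjusted p = 0.154), mych 1.11 (adjusted p = 0.0664), mycb 1.04 (adjusted p = 0.170) and mycla 0.67 (adjusted p = 0.399). Adjusted over the list alone, 5 of the 6 were higher. The median of the family was 1.23, with an adjusted p of 0.00296 from camera and an adjusted p of 0.298 with an estimated correlation. Without in vitro replicate 1 the log2 fold changes of mycb and mych were 0.27 and 0.71, and without in vitro replicate 2 they were 1.8002 and 1.51. That of mycla ran from 0.34 without disseminated replicate 3 to 0.99 without in vitro replicate 1. Of 94 tested genes of DNA replication and mitosis, 0 were higher and 2 were lower at an adjusted p under 0.05 from limma, with 0 higher and 0 lower when adjusted over the list alone. At an unadjusted p under 0.05, 0 were higher and 29 lower. pcna, the sliding clamp of DNA polymerase, fell by 1.31 on the log2 scale (adjusted p = 0.0444 from limma) and tpx2, a spindle assembly factor, by 1.29 (adjusted p = 0.0393 from limma). The 46 genes of the G1/S list had a median log2 fold change of −0.84 (adjusted p = 1.33e-06 from camera, adjusted p = 0.345 with an estimated correlation) and the 48 of the G2/M list −0.63 (adjusted p = 3.39e-07 from camera, adjusted p = 0.298 with an estimated correlation). By fry, which asks whether a list itself changes, neither passed (adjusted p = 0.103 for G1/S and 0.0734 for G2/M). Markers of 10 other cell types of the fish together made up 0.192% and 0.222% of the summed values in the in vitro libraries and 0.347% to 0.48% in the disseminated ones. Such markers are only part of a cell's RNA, so these shares do not give the amount of RNA from other cells. The calls of pcna and tpx2 end with quantile normalization, upper-quartile rescaling, no filter on low values and no variance trend, and that of pcna also with a minimum mean of 50. The count of lower cell cycle genes ran from 0 without either in vitro replicate, or without disseminated replicate 1 or 2, to 9 without disseminated replicate 4, and was 26 with libraries weighted by their quality or a replicate block. The call of myclb ends without either in vitro replicate, without disseminated replicate 1 or 2 and with no filter on low values. Conversely, myca passes without disseminated replicate 3, mycn and mych pass without disseminated replicate 4, mych with upper-quartile rescaling, and these and mycb with libraries weighted by their quality and with a replicate block.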

We used Gene set enrichment analysis (GSEA) to compare the zebrafish metastatic signature to a panel of known human differentiation genes (from ES-derived melanocytes)^12^. We found a significant enrichment between the disseminated zebrafish cells and human differentiated melanocyte genes (NES=1.276, FDR=0.009), including PMEL, TYR and TYRP1 (Fig. 2c and Supplementary Data 2). We also used GSEA to compare our disseminated ZMEL1-GFP signature to a panel of human melanomas that have been previously classified as ‘invasive' versus ‘proliferative'^14^, and found that the metastatic zebrafish cells were strongly enriched for the ‘proliferative' signature that is dominated by differentiation-related target genes of MITF such as PMEL, TYR, SLC45A2 and GPR143, (Fig. 2c and Supplementary Data 3, NES=1.317, FDR=0.08). 

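Zebrafish counterparts of the human invasive signature were, on average, somewhat higher after dissemination, while those of the proliferative signature did not pass the threshold of camera. Of the 770 proliferative genes in Supplementary Data 3, 508 could be matched by symbol to a tested zebrafish gene, of which 45 were higher and 13 lower at an adjusted p under 0.05 from limma. Their mean log2 fold change lay 0.16 above that of all other tested genes with a symbol, with a p of 0.117 from camera and of 0.218 with an estimated correlation. Of the 641 invasive genes, 356 were matched, of which 39 were higher and 8 lower. Their mean lay 0.41 above the rest, with a p of 0.00109 from camera and of 0.0180 with an estimated correlation. Among 22 tested genes typical of keratinocytes, 5 were higher in the same libraries (adjusted p = 8.77e-05 from camera for the list, adjusted p = 0.298 with an estimated correlation). Whether RNA of other cells has a part in the rise of the invasive genes was not tested. The difference between the signatures had a p of 0.130 from camera and of 0.226 with an estimated correlation. When the human ranking, which runs from proliferative to invasive, was tested with GSEA for the 99 matched genes called higher in the zebrafish cells, the normalized enrichment score toward the proliferative end was 1.12, with p = 0.277 and an adjusted p of 0.554 from 10000 permutations of the genes. The genes that led this score included the counterparts of PMEL, SLC24A5, GPR143 and ERBB3, all known from pigment cells, and of MAPK4, TRIM63 and BIRC7. Among the genes that the paper names for the proliferative signature, slc45a2, which encodes a melanosome transporter, had a log2 fold change of 1.76 (standard error 0.59, adjusted p = 0.0931 from limma), and passes with libraries weighted by their quality and with a replicate block. The proliferative genes pass camera's threshold with a minimum mean of 50 (0.23, a p of 0.0349, and of 0.248 with an estimated correlation) and with the human orthologues given in the deposited table (0.24, a p of 0.0235, and of 0.106 with an estimated correlation), an alternative chosen after seeing the data. The human ranking holds 1411 genes, and the paper's zebrafish gene list, of which only a part was at hand, was not used here.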

Taken together, this data demonstrates that successful macrometastatic engraftment is associated with the acquisition of a differentiated and proliferative cell state.

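Averaged over the 36 melanocyte genes, every disseminated library lay above both in vitro libraries, with mean log2 values of 6.70 to 7.44 against 5.44 and 5.77. The MYC family was likewise higher in all 4, at 8.04 to 9.07 against 7.35 and 7.47. The G1/S genes were lower in all 4, at 6.11 to 6.95 against 7.17 and 7.25, and so were the G2/M genes, at 7.22 to 8.01 against 8.25 and 8.39. Disseminated replicate 3, the library that stands apart from the others, had both the highest melanocyte mean and the lowest cell cycle means. Genes of the neural crest and of invasive melanoma moved in both directions, with 6 of 33 higher and 2 lower at an adjusted p under 0.05 from limma (7 higher and 2 lower when adjusted over the list alone). The receptor gene ror1, a member of this mixed list, had a log2 fold change of 4.10 (standard error 0.38, adjusted p = 0.000518 from limma), and was higher under every alternative tried. It stood at 8.28 in disseminated replicate 2 against 7.70 to 7.79 in the other disseminated libraries. snai2 (Slug), a neural crest and epithelial-mesenchymal transition factor, had a log2 fold change of 3.65 (standard error 0.40, adjusted p = 0.000575 from limma), likewise under every alternative. Its relative snai1b had a log2 fold change of 3.68 (standard error 0.68, adjusted p = 0.00860 from limma). The median of this list was 0.42, with an adjusted p of 0.128 from camera and of 0.397 with an estimated correlation. By fry, which asks whether a list itself changes, the adjusted p was 0.0456. The median of the list ran from 0.069 to 0.66 across the alternatives of camera. With the preset correlation it passes the threshold without in vitro replicate 2 (adjusted p = 0.0426), without disseminated replicate 3 (adjusted p = 0.0460) and with a replicate block (adjusted p = 0.0278). Of 18 tested genes typical of endothelium, 6 were higher in the same libraries (adjusted p = 1.55e-05 from camera for the list, adjusted p = 0.298 with an estimated correlation). The call of snai1b ends without either in vitro replicate and without disseminated replicate 2.

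**Figure D2:**
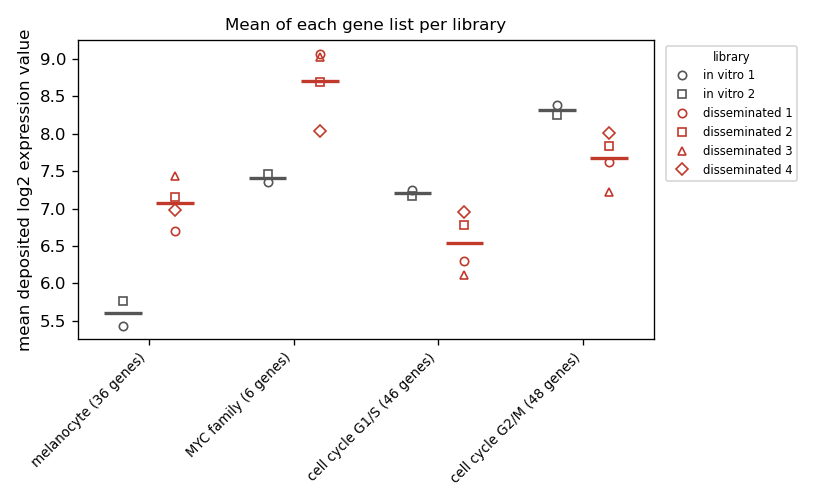
Mean log2 expression value of the melanocyte, MYC family, G1/S and G2/M gene lists in each of the 2 in vitro libraries (grey) and 4 disseminated libraries (red). Each symbol is the mean over the genes of a list in 1 library and each bar the mean of a group. The disseminated libraries lie above both in vitro libraries for the first pair of lists and below both for the cell cycle lists.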

### Differentiation genes predict worse outcome in humans

This data suggests that the gene programs associated with metastatic cells phenotypically switching to a more differentiated state should predict prognosis in human metastatic melanoma. To examine this question, we generated a list of 83 differentiation-associated genes (that is, PMEL, TYR, TYRP1, DCT, SLC45A2, MLPHA, MLANA) derived from the GSEA analysis above as well as the ZFIN database (http://zfin.org/), and then assessed how their expression correlated with survival in the TCGA melanoma cohort. We stratified patients by those who presented with stage I (localized) versus stage III/IV (lymph node or distant metastases). In those presenting with stage I disease (even if they eventually went on to develop metastases, as did most patients in the TCGA cohort), none of the differentiation associated genes were associated with prognosis (Fig. 2e and Supplementary Figs 4 and 5), which is consistent with prior reports indicating no relationship between pigmentation of primary tumours with prognosis^15^. In contrast, in stage III/IV disease, a cluster of genes indicative of differentiation state all portended a significantly worse prognosis: PMEL, EDNRB, TYR, GPR143, SLC45A2, MLPH and BACE2 (Fig. 2f and Supplementary Figs 4 and 5). Examination of the Kaplan–Meier curves for the most strongly associated gene, PMEL (Fig. 2g,h), shows that patients with the highest level expression, and not intermediate or low levels, had the worst prognosis. This extends to other differentiation associated genes such as TYR and TYRP1 (Supplementary Fig. 6). This data indicates that these pigmentation genes stratify those who present with advanced stage III/IV disease and is associated with macrometastatic growth once the cell has arrived at a secondary location.

### Microenvironmental factors promoting plasticity

We wanted to identify the microenvironmental triggers of this differentiation program. We analysed our RNA-seq data using Ingenuity Pathway Analysis (IPA), including the canonical and upstream regulatory analyses. IPA makes statistical predictions (*z*-scores) of what upstream molecules or pathways are likely to have produced that gene signature. 

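Genes of cholesterol synthesis fell in the disseminated cells and those of fatty acid synthesis leaned downward, while none of the endothelin, KIT, IGF and dopamine lists passed the threshold of camera. The paper took its pathways from canonical pathway and upstream regulator predictions. The lists here hold the pathways' own transcripts in the sorted cells. They neither repeat those predictions nor measure signals from the surrounding tissue. Of 26 tested genes of cholesterol synthesis and its control, 18 were lower and 0 higher at an adjusted p under 0.05 from limma (21 lower when adjusted over the list alone, and 21 lower and 0 higher at an unadjusted p under 0.05). mvda, an enzyme of the mevalonate pathway, fell from a log2 value of 8.75 ± 0.49 (SD, n = 2) in vitro to 3.11 ± 0.88 (SD, n = 4), a log2 fold change of −5.63 (standard error 0.61, adjusted p = 0.000539 from limma). insig1, a sterol-responsive brake on cholesterol synthesis, had a log2 fold change of −4.59 (standard error 0.48, adjusted p = 0.000539 from limma). The median of the list was −2.61, with an adjusted p of 1.43e-19 from camera, and it was the only list of 32 to pass with an estimated correlation (adjusted p = 0.0266). Of 14 genes of fatty acid synthesis, 6 were lower and 0 higher by limma (7 lower when adjusted over the list alone). At an unadjusted p under 0.05, 8 were lower and 0 higher. Their median was −2.10 (adjusted p = 1.63e-07 from camera, adjusted p = 0.0635 with an estimated correlation). It shrank to −0.58 with no filter on low values and −1.35 with a pseudocount of 5, and reached −2.30 with quantile normalization. They included scd, a stearoyl-CoA desaturase gene, with a log2 fold change of −4.38 (standard error 0.32, adjusted p = 0.000131 from limma). Another was fads2, which desaturates polyunsaturated fatty acids, with a log2 fold change of −4.94 (standard error 0.64, adjusted p = 0.00144 from limma). Of 14 genes that take up or activate fatty acids, 2 were higher and 4 lower by limma (2 and 5 when adjusted over the list alone). Among them slc27a2a rose by 2.499 (adjusted p = 0.0273 from limma), while acsl4a fell by 2.82 (adjusted p = 0.00121 from limma) and slc27a1b by 3.08 (adjusted p = 0.0139 from limma) on the log2 scale. The median of this list was −0.70 (adjusted p = 0.00366 from camera, adjusted p = 0.200 with an estimated correlation), and it ran from −1.02 with a minimum mean of 50 to −0.41 with no filter. Without in vitro replicate 1 the count of lower cholesterol genes was 9, while the calls of mvda, insig1, scd, fads2 and acsl4a held under every alternative. The call of slc27a1b ends without either in vitro replicate, that of slc27a2a without in vitro replicate 1 or disseminated replicate 2 and with quantile normalization, and both end with no filter on low values.
Of 6 endothelin pathway genes, 0 passed the threshold of limma in either direction, also when adjusted over the list alone, and 1 was higher and 0 lower at an unadjusted p under 0.05. The median was 0.86 (adjusted p = 0.472 from camera). ednrba, a copy of the receptor gene EDNRB, had a log2 fold change of −0.29 (standard error 0.28, adjusted p = 0.547 from limma), and ednraa, a copy of EDNRA, −0.24 (adjusted p = 0.715) from limma. The ligand gene edn1 had 1.51 (adjusted p = 0.184 from limma) and a gene named ECE2, for the endothelin-converting enzyme, 0.53 (adjusted p = 0.344 from limma). The other receptor copy, ednrbb, lay under the minimum for testing, with log2 values of 1.58 and 1.75 in vitro and of 2.47 to 3.83 after dissemination, and so did both copies of the ligand gene EDN3. Of the 4 genes of KIT signalling, kitlga, a copy of the KIT ligand (stem cell factor), had a log2 fold change of 1.90 (standard error 0.34, adjusted p = 0.00701 from limma) and alone passed the threshold, also when adjusted over the list alone. The other ligand copy, kitlgb, had −0.86 (adjusted p = 0.653) and the receptor genes kita and kitb 0.24 (adjusted p = 0.777) and 0.68 (adjusted p = 0.564) from limma. The median was 0.46 (adjusted p = 0.365 from camera, adjusted p = 0.0229 from fry, which asks whether the list itself changes). Of 14 genes of IGF signalling, 1 was higher and 2 were lower, the same counts as when adjusted over the list alone, and all 3 encode IGF-binding proteins. igfbp1b rose by 2.63 (adjusted p = 0.0383 from limma), and igfbp1a fell by 2.54 (adjusted p = 0.0186 from limma) and igfbp5b by 2.71 (adjusted p = 0.00757 from limma) on the log2 scale. The IGF list had a median of 0.23 and a mean of 0.075, while camera, against all other genes, pointed down (adjusted p = 0.645). Of 17 genes of dopamine synthesis, transport and reception, 5 were higher and 3 lower (6 and 3 when adjusted over the list alone). Their median was 0.45 (adjusted p = 0.572 from camera). The higher ones include pah, gch2 and gch1, whose enzymes hydroxylate phenylalanine or make its pterin cofactor and also serve pigment cells. The lower ones include ddc, the dopa decarboxylase gene, with a log2 fold change of −3.75 (standard error 0.49, adjusted p = 0.00148 from limma), and the receptor gene drd2a with a log2 fold change of −4.38 (standard error 0.81, adjusted p = 0.00882 from limma). Of 28 tested genes typical of leukocytes, 3 were higher in the same libraries (adjusted p = 9.80e-05 from camera for the list, adjusted p = 0.200 with an estimated correlation). The calls of kitlga and of the IGF-binding protein genes end without either in vitro replicate, those of the 3 IGF-binding protein genes with no filter on low values, those of igfbp1b and igfbp1a also without disseminated replicate 2, that of igfbp1a without a variance trend, that of igfbp1b with quantile normalization and a pseudocount of 5, and that of drd2a without in vitro replicate 2. edn1 passes with libraries weighted by their quality and with a replicate block. The signs of kita, kitlgb and ednraa turn without in vitro replicate 1, those of kita and kitlgb with a replicate block, that of kita also without disseminated replicate 3, that of the IGF median without disseminated replicate 3, and that of the dopamine median with a minimum mean of 50.

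**Figure D3:**
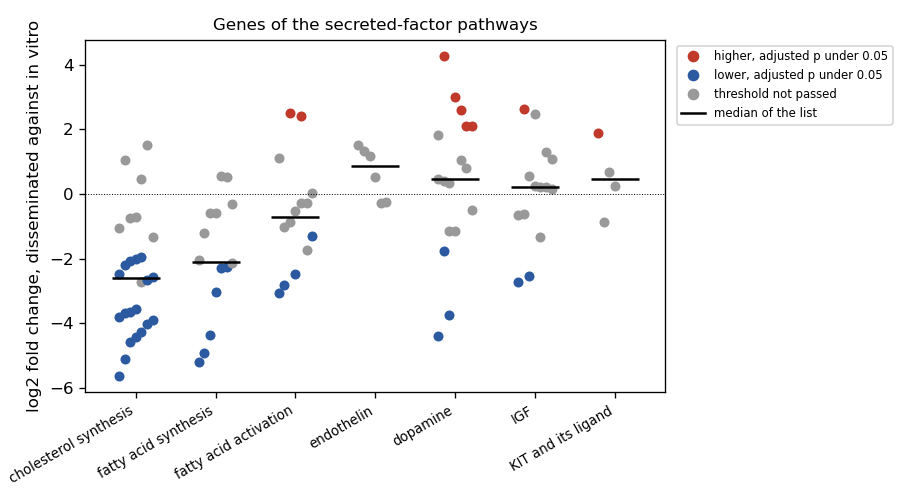
Log2 fold change of each tested gene of the cholesterol synthesis, fatty acid synthesis, fatty acid activation, endothelin, dopamine, IGF and KIT lists, disseminated (n = 4) against in vitro (n = 2). Each point is a gene, red if higher, blue if lower and grey if not past the threshold, and each bar is the median of a list. The cholesterol synthesis list holds 18 blue points and no red one.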

From this analysis, we identified 253 potential molecules that could yield the disseminated melanoma signature, which we then categorized into six pathways that we thought likely activated by extracellular/secreted factors: endothelin, dopamine, IGF, cholesterol, fatty acid and c-kit signalling (Fig. 3a, left panel). We predicted that if we applied agonists of these pathways to our cells *in vitro*, we would recapitulate the differentiated/proliferative state we had seen *in vivo*. Using the InCell6000 high-throughput/high-content imaging system, we performed a small molecule *in vitro* screen (Fig. 3b, middle and right panels and Supplementary Data 4) to identify molecules that could induce both differentiation (read out by elongation morphology) as well as proliferation (read out by cell number). We tested these in the zebrafish ZMEL1 melanoma cells, along with human A375 and SK-Mel28 melanoma cells to ensure that the effects we see are not fish-specific. In the ZMEL1 line (Fig. 3b), we found that 5/7 tested molecules (EDN1, EDN3, IGF1, SCF and LDL-cholesterol) significantly increased proliferation, whereas dopamine/L-DOPA caused a marked decrease in cell proliferation. In contrast, we found that only EDN1, EDN3 and Dopamine/L-DOPA caused a significant elongation phenotype (Fig. 3d), consistent with differentiation. To orthogonally confirm that the elongation morphology represented bona fide differentiation, we treated ZMEL1-GFP cells with either EDN3 or L-DOPA and then directly measured melanin content using spectrophotometric absorbance (Fig. 3f) and examination of the cell pellets (Fig. 3g). This confirmed that both of these molecules significantly increase melanin content/differentiation. In the human cells, we found that EDN3 caused a significant increase in both proliferation and elongation in A375 (Fig. 3c,e) and SK-Mel28 (Supplementary Fig. 7) cells, whereas dopamine/L-DOPA only caused a block in proliferation and did not cause the elongation phenotype that was seen in the fish cells. When taken as a whole, this data suggests that melanoma cells use a complex set of interconnected signals to enact the differentiated/proliferative state. This state relies on high levels of endothelins/SCF/IGF1 to promote proliferation, but low levels of dopamine/L-DOPA to allow for differentiation but not at a concentration that would adversely affect proliferation (Fig. 3h). Among these various factors, our data indicate that microenvironmental EDN3 is uniquely capable of inducing a phenotype switch to yield melanoma cells that are both proliferative and differentiated across both zebrafish and human conditions.

### Loss of microenvironmental EDN3/ECE2 abrogates phenotype switching

Endothelins such as EDN3 are vasoactive peptides that are expressed in the zebrafish epidermis^16^, likely by the keratinocytes which normally surround the melanocytes^17^,^18^. The endothelins are known to act as key inducers of normal embryonic and adult melanocyte formation by binding to the EDNRB receptor^19^ and have been previously implicated in melanoma growth by some but not all groups^20^,^21^,^22^. We hypothesized that inactivation of EDN3 in the microenvironment would abrogate phenotype switching in the nearby melanomas. To test this, we created CRISPR mutant-recipient zebrafish in which we introduced loss-of-function mutations in EDN3b, one of the two zebrafish orthologues of EDN3. In addition, we also created CRISPR mutants against endothelin-converting enzyme 2, ECE2b. This is the proteolytic enzyme recently shown to synthesize EDN3b in zebrafish^16^ and has been shown to be one of the enzymes involved in endothelin synthesis in keratinocytes^23^. ECE2 was also one of the differentiation-associated genes we found associated with worse prognosis in human patients. We performed these experiments using the AB strain of zebrafish, rather than *casper,* because we wished to ascertain the strength of the EDN3b or ECE2b mutation itself on normal melanocyte development, and to ensure that the CRISPR was leading to a true loss of function (Supplementary Fig. 8). We found that melanocyte development in both the EDN3b mutant and ECE2b mutant was severely abnormal (Fig. 4a–c), with loss of the dorsal and ventral melanocyte stripe, an overall reduction in the number of mature pigment cells, and a misshapen appearance of the residual melanocytes. This is consistent with a role for EDN3b and ECE2b in promoting melanocyte differentiation and growth^16^,^24^,^25^. We then transplanted ZMEL1-GFP cells subcutaneously into either WT, EDN3b or ECE2b-deficient recipients to ascertain the microenvironmental influence on melanoma proliferation and differentiation (Fig. 4d). Because in the wild-type (WT) background, we cannot reliably quantify distant metastases, we transplanted the ZMEL1-GFP sites into multiple subcutaneous sites, essentially to mimic a patient with multiple subcutaneous metastases. Melanomas that developed in both the EDN3b or ECE2b-deficient backgrounds were significantly smaller than those that developed in control animals (Fig. 4e–g, quantified in 4h), suggesting that EDN3b supports melanoma proliferation in this site. Moreover, the tumours that developed in the EDN3b or ECE2b-deficient backgrounds were markedly less pigmented with tumours typically having a greyish appearance, and exhibited less mitf-GFP fluorescence compared with WT recipients (Fig. 4i), consistent with lack of differentiation. These phenotypic effects translated to a significant improvement in survival of the animals (Fig. 4j). At 50 days post-transplant, we found that only 6.25% of the WT animals had survived, in contrast to 42.1% of the ECE2b and 54.1% of the EDN3b-recipient animals (*P*=0.0035, log-rank test). To further ensure that these results were not unique to the AB strain, we performed additional transplants in the *casper* strain as well, and found that the EDN3b-deficient recipients similarly developed smaller tumours that were less pigmented (Supplementary Fig. 9).

We quantified the differences in the tumours in the WT versus EDN3b versus ECE2b backgrounds using histologic sectioning of tumours (Fig. 5, *n*=4 tumours from each genotype). By haematoxylin and eosin staining, we found that the tumours in both mutant backgrounds had clear evidence of central necrosis (*n*=4/4 tumours for both EDN3b and ECE2b, *n*=0/4 for WT tumours). This was accompanied by a significant increase in the number of cleaved caspase positive cells in both mutant backgrounds (WT=2.05+/−0.35, ECE2b=3.35+/−0.34, EDN3b=3.7+/−0.41 mean cells per hpf +/− s.e.m., *P*<0.05, ANOVA). We found a modest decrease in proliferation as marked by pH3 staining in the EDN3b background (WT=11.8+/−0.93, EDN3b=8.2+/−0.5 mean cells per hpf +/− s.e.m., *P*<0.05, ANOVA). Confirming the *in vivo* brightfield imaging results, we saw a significant decrease in melanin content, as assessed by Fontana-Masson staining, in both mutant backgrounds (WT=1143+/−186, ECE2b=382+/−140, EDN3b=324+/−48 area units per hpf +/− s.e.m., *P*<0.05, ANOVA). In all three tumour types, the tumours cells stained uniformly for both GFP and BRAF^V600E^, indicating that the smaller, less pigmented tumours in the mutant backgrounds were not due to silencing of the transgenes.

Collectively, these data demonstrate that microenvironmental EDN3b, acting via ECE2b, promotes phenotype switching of melanoma cells by simultaneously inducing a cell capable of both differentiation and proliferation. We find that abrogation of phenotype switching in the melanoma makes the tumours ultimately less lethal to the animal.

## Discussion

The capacity for cells to successfully colonize secondary organs during metastatic spread has a strong temporal component. Cells that initially arrive at new sites are invasive, yet poorly proliferative, since these two programs tend to exist at opposite ends of a phenotype spectrum^26^. After initial extravasation, these nascent metastatic cells must inevitably exit this invasive state and begin to proliferate again, but how cells make that transition in melanoma has remained elusive. Our data would suggest that the reacquisition of a proliferative state in metastatic sites is tightly linked to the acquisition of a differentiation gene program. This likely reflects, in part, the dual capacity of the melanocyte master regulator MITF to induce both proliferation and differentiation. In support of this idea, we find that zebrafish melanomas harbour clear characteristics of a differentiated, pigmented cell state after extravasation. Most importantly, we find that human metastatic tumours that harbour a similar differentiation gene signature portend a much worse prognosis, likely because those tumours are more capable of metastatic proliferation.

We have identified multiple microenvironmental factors inducing this differentiation gene signature. Our data demonstrate a unique role for EDN3, and its synthetic enzyme ECE2, as phenotype switching factors in the microenvironment. It is one factor that can promote a cell state capable of both proliferation and differentiation, which strongly promotes metastatic outgrowth. Recent studies have implicated enhanced endothelin signalling in the propensity of melanoma to metastasize to the brain, and EDN3 overexpression in mice leads to more metastatic and hyperpigmented melanomas^27^. This may be in part due to increased phenotype switching towards a differentiated state. The mechanism by which lack of microenvironmental endothelins lead to smaller, less pigmented tumours is likely due to a direct effect on tumour cells (via the EDNRB receptor on the melanoma cell) in addition to possible vascular effects from its role in endothelial cells (as evidenced by central necrosis in our tumours). However, clinical trials of endothelin antagonists have thus far been disappointing^28^. In part, this may be due to the relatively low potency of EDNRB-specific antagonists. We tested one such antagonist, IRL2500 (ref. 29), and found that it only inhibited melanoma growth at high concentrations that are unlikely to be clinically attainable (Supplementary Fig. 10). The development of more potent EDNRB antagonists are being developed^30^ and may yield benefit in the future but there are at least two other potential reasons for limited clinical efficacy thus far. First, EDN3 likely exists as part of a network, along with IGF1, SCF, and dopamine, to exert phenotype switching in metastatic sites (schematically illustrated in Fig. 6). For example, we find that dopamine (an intermediate in the synthesis of melanin) may promote differentiation, and a recent study using labelled betaCIT, a cocaine derivative that reflects the dopamine uptake transporter^31^, inadvertently identified an undiagnosed melanoma brain metastasis. The plasma ratio of L-DOPA to tyrosine is associated with increased metastatic propensity^32^. The mechanism by which L-DOPA leads to enhanced differentiation (at the cost of proliferation) remains to be determined in future studies, but may be related to its known role in synthesis of melanin itself since it is the substrate for the TYR gene product, tyrosinase. Second, while prevention of phenotype switching towards differentiation may counteract macrometastatic growth, it may paradoxically leave behind a pool of highly invasive melanoma cells untouched, with subsequent negative consequences for the patient. Recent work has identified Wnt/ROR kinase and TGFβ signalling as potential microenvironmental supporters of this invasive state^10^,^33^. We would predict that simultaneous targeting of the microenvironmental forces that promote both the invasive (via Wnt/TFGβ) and differentiated (via EDN3/IGF/SCF/dopamine) cell states will be required for long term efficacy, a concept which remains to be explored in future studies.

## Methods

### Cell culture

All cells were maintained in DMEM with 10% FBS/pencillin/streptomycin/glutamine. The ZMEL1-GFP cells were derived as previously described^7^ and came from a transgenic zebrafish with the mitf-BRAF^V600E^ and p53−/− background. The A375 and SKMel28 cells were obtained directly from the American Type Culture Collection.

### Adult transplantation

The zebrafish melanoma cell line ZMEL1-GFP was used as the parental population. This line contains a transgene in which the mitfa promoter drives human BRAF^V600E^ and also harbours a p53^−/−^ loss of function mutation. The GFP reporter cassette in the parental line is also driven by the mita promoter. For the transplantation, adult *casper-*recipient zebrafish were irradiated with a total of 30 Gy (15 Gy split dose on days −4 and −3 before transplant). In all, 300,000–500,000 cells were resuspended in 1–5 μl of 0.9X PBS, and then transplanted into either the ventral or dorsal skin (using a pulled glass micropipette). The fish were imaged within 1d to ensure transplantation success, and then serially imaged over a period of 30 days using brightfield and fluorescence imaging.

### Larval transplantation

Adult *casper* fish were incrossed, and embryos were cleaned and dechorionated. At 2 days post fertilization, approximately 50 ZMEL1 cells resuspended in 1nl of 0.9 × PBS were directly transplanted into the circulation via the Duct of Cuvier technique. The fish were imaged immediately after imaging and any fish that did not receive the proper number of cells was discarded. The fish were imaged as above until approximately day 30 post transplant. No irradiation was used in this assay.

### Imaging and image processing

Fish were imaged using an upright Zeiss Discovery V16 equipped with a motorized stage, brightfield, GFP and tdTomato filter sets. To acquire images, fish were lightly anaesthetized with Tricaine 4 mg ml^−1^. Images were acquired with the Zeiss Zen software v1, and the post image processing was done using MATLAB or ImageJ. Quantification of pigmentation in the larval stage images was done using brightfield imaging after thresholding for black versus white areas of the fish, and then calculated as the percentage area of the tail occupied by black pigmented cells, see paragraph further down for quantification of pigmentation in adult fish images.

### Histology

Selected fish were fixed in 4% PFA and then paraffin embedded. Fish were sectioned at 5 uM, and then stained with H&E, phospho-H3, cleaved caspase, Fontana-Masson, anti-GFP or anti-BRAV600E. All histology was performed by Histowiz (http://www.histowiz.com) and reviewed and quantified by pathologist (T.H.).

### RNA-seq analysis

Larval *casper* zebrafish were transplanted with ∼50 ZMEL1-GFP cells and allowed to form widespread, pigmented metastases for 18–21 days. At that point, the fish were completely disaggregated using Liberase, and a single cell suspension was made by resuspending the cells in DMEM with 2% FBS. Simultaneously, ZMEL1-GFP cells maintained in culture were trypsinized and resuspended in DMEM/2% FBS. Both populations underwent fluorescence-activated cell sorting sorting using an Aria system, and sorted directly into DMEM with 20% FBS to ensure higher cell viability. The cells were then pelleted and RNA was isolated using RNA isolation kits (Zymo Research). Because of small amount of RNA recovered from this process, all RNA samples underwent an RNA amplification step using the NuGen system, followed by Illumina library preparation and attachment of barcodes. Samples were sequenced using the HiSeq2500 with approximately 20 million reads per sample, using 50 bp single end reads. Reads from each RNA-Seq run were mapped to the zebrafish reference genome version danRer7 from the UCSC Genome Browser using GSNAP and quantified on the gene level using HTSeq and Ensembl version 75. Differential expression analysis was performed using DESeq2. The zebrafish gene symbols were mapped to their human orthologues using the DIOPT tool (http://www.flyrnai.org/cgi-bin/DRSC_orthologs.pl). Genes with a corrected *P* value of <0.05 were considered significant.

### Gene set enrichment analysis

Comparison of zebrafish melanoma to human melanocytes: We used previously published data in which human ES cells were induced to become either neural crest or mature melanocytes^34^. Illumina microarrays were performed on pre-differentiation human emrbyonic stem cells, day 11 neural crest cells, and day 26 mature melanocytes. From this analysis, normalized expression values were generated, and ranked gene lists for neural crest versus melanocyte (compared with day 0 cells) were input into GSEA PreRank as RNK files. From the zebrafish RNA-seq data set, we created a genelist of either upregulated (2040) or downregulated (342) genes in the disseminated ZMEL1-GFP versus *in vitro* ZMEL1-GFP cells and these were input into GSEA as GMX files. 

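Of the 16378 genes tested, 1175 were higher and 231 lower in the disseminated cells at an adjusted p under 0.05 from limma, and every one of these changed at least 2-fold. The largest rises among named genes whose groups do not overlap were those of RBM44 (5.50), trpv1, an ion channel gene (5.39), tgm2l, a transglutaminase gene (5.12), and fam46bb (5.02), together with pmela. Among the largest falls were those of proca1 (−6.08), mvda, a gene named LPIN1, for a lipid phosphatase (−5.26), and elovl2, a fatty acid elongase gene (−5.20). Higher genes made up 83.6% of the calls, and 692 of them (58.9%) had a mean log2 value under 4 in vitro. The share was 21.7% among all genes tested, and the count was 0 among the lower genes. A gene this low in vitro passes the minimum mean for testing only if it does not fall far, and more readily if it rises. The filter thus largely sets this contrast, and no conclusion about the higher or lower genes is drawn from it. Every disseminated library lay above both in vitro libraries for 3618 genes (22.1%) and below both for 2562 (15.6%), where chance gives 6.67% in each direction. At an unadjusted p under 0.05, 2833 genes were higher and 1173 lower. Without disseminated replicate 3, the library that stands apart, 1485 were higher and 341 lower. The counts fell to 99 and 26 without in vitro replicate 1, to 339 and 43 without in vitro replicate 2 and to 477 and 95 without disseminated replicate 2, and without disseminated replicate 4 there were 487 lower genes. They were 316 and 91 with no filter on low values, 3036 and 1305 with libraries weighted by their quality, and 2882 and 1275 with a replicate block. Higher genes numbered 619 with quantile normalization and 563 with a minimum mean of 50, and lower genes 147 without a variance trend. The calls of tgm2l and fam46bb end with no filter and without in vitro replicate 1, while those of RBM44, trpv1, proca1, LPIN1 and elovl2 held under every alternative.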

For all situation in which there were duplicate gene identifiers, we collapsed these by selecting the most highly expressed of the probeset or transcript ID. We then ran GSEA PreRank using the default weighted statistic.

Comparison of zebrafish melanoma to human melanomas: We used previously published data in which human melanomas were categorized into invasive versus proliferative subtypes^3^,^14^. From this data, we created a ranked list of genes in either category, which were then input into GSEA as RNK files. The zebrafish data was the same as that described above. GSEA PreRank was similarly run using the default parameters.

### Human TCGA survival analysis

RNA-sequencing and clinical data for cutaneous melanoma patients was downloaded using the R package TCGA-assembler^35^. Subsequent survival analysis was performed in R v3.2.2. For survival analysis, patients were stratified into based on stage (with grade 3 and grade 4 patients pooled into one group). Genes were selected from the human GSEA analysis above, as well as selected groups of zebrafish genes identified from the ZFIN (http://www.zfin.org) database. Cox proportional hazard analysis was performed using the ‘coxph' function in the survival package (Terry M. Therneau and Patricia M. Grambsch (2000). Modelling Survival Data: Extending the Cox Model. Springer, New York. ISBN 0-387-98784-3), where *P* values are reported for wald's test. For Kaplan–Meier analysis, patients within each grade grouping were split into low, medium, and high tertiles and survival data obtained from the cBIO portal (https://cbiologin.mskcc.org). Associations for survival were assessed with the ‘survfit' and ‘survdiff' functions from the survival package.

### Ingenuity pathway analysis

From the RNA-seq analysis, the top 1,000 up or downregulated genes were used as input into IPA (http://www.ingenuity.com/products/ipa). The Core Analysis module was selected, using Genes and Endogenous Chemicals. Only genes with a significant FDR<0.05 were used for the analysis. For identification of likely extracellular factors causing the gene expression signature, we used both the Canonical Pathways as well as Upstream Regulator analysis modules, with the *P*-values shown in Fig. 4 derived from this analysis.

### Drug screening assay

For convenience, we combined a 1:1 mixture of 25,000 ZMEL1-GFP along with ZMEL1 cells overexpressing a SLUG-tdTomato transgene (for an unrelated question) and seeded these in black wall, clear bottom 96-well plates (Corning, catalog #3340) in 100 μl of DMEM/10% FBS. For this manuscript, the two cells were analysed separately and only the ZMEL1-GFP cells used. The cells were allowed to adhere overnight, and then media changed to drug containing media at the indicated concentrations for each agent. These were done at either low (0.5%) or high (10%) serum conditions. Cells were grown for a total of 4 days after the addition of drug, with media/drug refreshed at day 2. At the end of the treatment, the cells were fixed with paraformaldehyde (4%), and stained using Hoechst 33342 (4 g ml^−1^).

The agonists in the screen described in Fig. 3a were used at the following concentrations:

EDN1: 1.56–100 nM

EDN3: 1.56–100 nM

IGF1: 0.78–50 μM

SCF: 3.125–200 nM

LDL: 0.625–40 μM

Dopamine: 4.68–300 μM

L-DOPA: 4.68–300 μM

### High-content image analysis of ZMEL cells

High-content image analysis was used to measure the effects of pharmacological agents on ZMEL cell proliferation and differentiation.

Using a GE INCell 6000, 2 fields were captured per well using a Nikon 10 × Plan Apo objective, 0.45NA. Images of the Hoechst signal was captured via the 4,6-diamidino-2-phenylindole channel with 0.1 and 0.3 seconds exposure in order to identify the nucleus and cell body respectively. The FITC channel was used for GFP with a 1 second exposure, and the dsRed channel used for tdTomato, with a 2 second exposure. Using GE Workstation software, nuclei were identified using a top-hat segmentation of the first (shortest exposure time) Hoechst image and cell bodies using a global threshold of the second (longer exposure time) Hoechst image, with identified nuclei as seed objects. GFP-positive cells were classified as having an average intensity within the nuclear mask of >500 in the GFP channel and tdTomato-positive cells with an average intensity >360 in the dsRed channel. Measurements were captured for all cells as well as GFP and tdTomato cells separately. Cell elongation is defined as the ratio of the minor to major axis of the cell. Major axis is the longest straight-line interval that can be drawn in the cell mask, while the minor axis is the longest straight line perpendicular to the major axis.

### High-content image analysis of human cells

A 1:1 mixture of 2500 A375 cells (RFP positive) and SK-Mel28 cells (no fluorescent protein) were seeded together in 96-well plates and treated under the same conditions as the Zebrafish cells except now low serum conditions were at (0.5%) and high (5%).

Using a GE INCell 6000, 2 fields were captured per well using a Nikon 10 × Plan Apo objective, 0.45NA. Images of the Hoechst signal was captured via the 4,6-diamidino-2-phenylindole channel with 0.1 and 0.3 seconds exposure in order to identify the nucleus and cell body, respectively. The dsRed channel used for RFP, with a 2-second exposure. Nuclei and cell bodies were identified as per the Zebrafish cells. Cells were classified as either RFP positive (A375; having an average intensity within the nuclear mask of greater than 283 in the dsRed channel) or negative (SK-Mel28). Measurements were captured for all cells as well as RFP positive and non-fluorescent cells separately.

### Composite *Z*-score used in heatmaps

Our composite *Z*-score is similar to the one defined in (ref. 36). The *Z*-score for a measured quantity (for example, the number of cells) 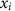 in one replicate drug treated well is defined as:

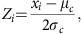

where 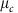 and 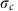 is the mean and standard deviation of the measurements in the control wells with the exact same conditions as in the *i'*th replicate well except no drug is present. (In our case these are control wells containing same vehicle and on the same plate, with cells from the same reservoir as the drug treated well). Thus, each replicate well receives a signed *Z*-score corresponding to the number of standard deviations it falls above or below the mean of a well-defined mock-treatment distribution.

The composite *Z*-score is then defined as:

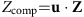

where 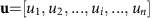, (and 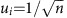 for all 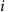) is a vector of unit length in 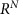 and 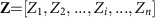 is a vector where the components are the *Z*-scores for *n* individual replicate measurements from *n* wells.

In the limit of perfect reproducibility all replicate wells have the same *Z*-score 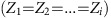 and 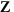 and 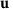 are parallel. 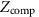 is the length of the projection of 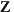 onto the line spanned by 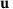 – the direction in replicate space, which represents perfect reproducibility.

### Melanin content assay

Treated cells were grown in standard tissue culture flasks and then trypsizined. Equal numbers of cells from each condition (that is, dimethylsulphoxide versus drug treated) were pelleted at 500 *g* for 5 min, then resuspended in 200 μl of 1N NaOH and heated at 80 °C. The pellets were vigorously pipetted to homogenize them, and then the cell extract transferred to a 96-well plate to be read at 405 nM. On each day of experiments, a standard curve of melanin using commercially available purified melanin (Invitrogen) was used as a control. Values are expressed relative to the dimethylsulphoxide control treated cells.

### Creation of EDN3b/ECE2b CRISPR mutants

We designed multiple guide RNAs (gRNAs) against the EDN3b or ECE2b coding sequence, and synthesized these via *in vitro* transcription. The gRNAs were incubated with purified recombinant Cas9 protein (PNA Bio), and these were coinjected (75 ng μl^−1^ of RNA and 500 ng μl^−1^ of protein) into single cell zebrafish embryos. A portion of the injected clutch was separated at 24 hpf and genomic DNA extracted. PCR amplification of the region flanking the expected cut site was performed, followed by the T7E endonuclease assay to identify those gRNAs which gave the expected cut size. The remaining fish from that clutch were raised to adulthood, and the T7E assay repeated to identify founders capable of passing on the mutation in the germline. After identification of two such founders, these were then incrossed to yield trans-heterozygous F1 fish which were examined for phenotype of the endogenous melanocytes. Because these F1s will be a combination of WT, true heterozygotes and transheterozygotes, we only performed transplants into fish that had clearly abnormal melanocyte patterns. The control WT transplants were done into a separate group of fish that had been injected only with Cas9 protein and no gRNA and 100% of cases had normal melanocyte development. The transplants in all these animals was done identically to the *casper* transplants except that the total dose of irradiation was 20 Gy and the cell number was 300,000 cells per animal. The control, WT fish were handled in an identical manner except that they were injected with purified Cas9 protein alone with no gRNAs. The relevant sequences:

EDN3b

gRNA: 5′-GGATAAATGTACTCACTGTG-3′

F primer for genotyping: 5′-TCTCCAGTCTTCTCTGGTGGTT-3′

R primer for genotyping: 5′-GTGTGACAGCGAAAGAGTAACG-3′

ECE2b

gRNA: 5′-GGCTCCGGCTATTGAATGGT-3′

F primer for genotyping: 5′-TGACGCATATGTGAAGGTAAAAA-3′

R primer for genotyping: 5′-AACCACAGAGACAGCCATACCT-3′

### Measurement of tumour size in WT and mutants

Adult fish were transplanted subcutaneously as described above, except that fish received either 1 or 2 transplants, since metastases are difficult to visualize in the AB background (as opposed to casper). Each fish was imaged using brightfield and GFP imaging on both the left and right side at 1–40 days post transplant (dpt). WT, EDN3b and ECE2b fish were imaged on a given day using identical exposure times and zoom. Each image was imported from the Zeiss Zen software as TIFFs and analysed in Image J. Each tumour was segmented using the default ImageJ segmentation algorithm and thresholding applied uniformly across all groups. Multiple measurement parameters were extracted, and we found highly consistent results between tumour ‘area' and tumour ‘perimeter', as expected. The two groups were compared with each other using unpaired ANOVA.

### Kaplan–Meier analysis

All animals were followed for a period of 40–45 days and survival measured using the Kaplan–Meier method. The differences between the WT, EDN3b and ECE2b-recipient fish were analysed using the logrank statistic.

### Data availability

The RNA-seq data used in this study is available via the NCBI GEO repository with accession at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE90143. Any other data is contained in this manuscript or in the Supplementary Information or available from the authors upon request. The human TCGA survival is derived from the publically available cBIO portal (https://cbiologin.mskcc.org).

## Additional information

**How to cite this article:** Kim, I. S. *et al*. Microenvironment-derived factors driving metastatic plasticity in melanoma. *Nat. Commun.* **8,** 14343 doi: 10.1038/ncomms14343 (2017).

**Publisher's note**: Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures

Supplementary Data 1 This is the analyzed RNA-seq data demonstrating the gene expression changes of the ZMEL1 melanoma line either in vitro or in vivo after transplantation into casper larvae.

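Supplementary Data 1 lists, for each zebrafish gene, its mean normalized count over the libraries, the log2 fold change of disseminated over parental cells with its standard error, the test statistic and the p-values, all from DESeq2. It also holds the gene's name and its human orthologue. A positive fold change there means more RNA in the disseminated cells. The first 1997 of its 3071 rows were at hand and were used only to read the values of single genes. For the gene of the melanosome ion exchanger slc24a5, the paper's reported log2 fold change is 5.93 in Supplementary Data 1. Fig. 2b, where the paper shows it with the pigmentation genes, has it at about 5, read by eye. The deposited log2 values give 4.95 (standard error 0.69, adjusted p = 0.00209 from limma), a call that ends without in vitro replicate 1 and with no filter on low values. For tyrp1b, the paper's reported value is 4.07.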

Supplementary Data 2 GSEA comparing the in vivo ZMEL1 signature to human melanocytes that are derived from iPS cells.

Supplementary Data 3 GSEA comparing the in vivo ZMEL1 signature to human melanomas with the invasive or proliferative gene signature.

Supplementary Data 4 The entire results of the InCell drug screen to look for compounds which induce both proliferation as well as elongation (as a readout of differentiation), presented as Z-scores compared to DMSO controls.

Supplementary Movie 1 This is a time-lapse brightfield movie demonstrating the appearance of the ZMEL1 melanoma cells after subcutaneous transplantation into casper, showing the acquisition of pigmentation over time.

Supplementary Movie 2 This is a time-lapse GFP movie demonstrating the appearance of the ZMEL1 melanoma cells after subcutaneous transplantation into casper, showing the maintenance of the mitf-GFP signal in metastatic growths.

Supplementary Movie 3 This is a time-lapse GFP movie showing the morphology of individual melanoma cells after intravascular transplant into the casper larvae.

Peer Review File

## Figures and Tables

**Figure 1:**
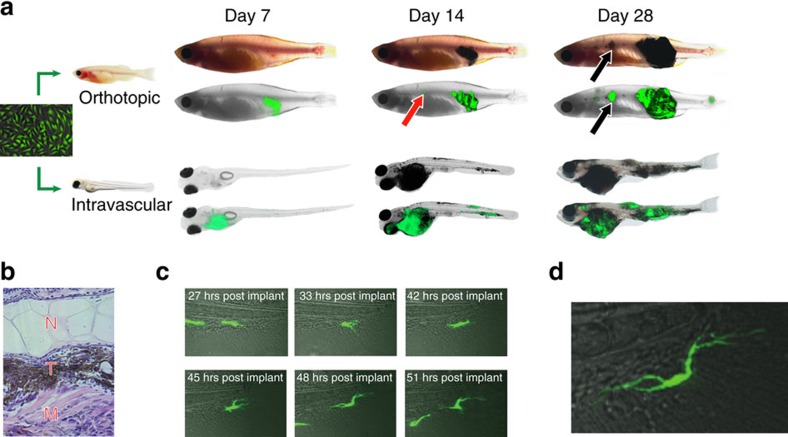
Melanomas become differentiated after dissemination to secondary sites. (**a**, top) ZMEL1-GFP zebrafish melanoma cells (mitf-BRAF^V600E^; p53^−/−^) were orthotopically transplanted into the ventral skin of the transparent *casper* strain and then imaged using brightfield and GFP over 28 days. At days 1 and 7 post-transplant, the tumours are GFP+ but devoid of pigmentation, a marker of differentiation. By day 14 post transplant, the primary tumour mass in the orthotopic site has become deeply pigmented and the animal has developed small anterior metastases that are GFP+ but unpigmented (red arrowhead). By day 28, these metastases have now enlarged and are clearly pigmented (black arrowhead), consistent with metastatic differentiation. (**a**, bottom) ZMEL1-GFP cells were transplanted into the vasculature of larval *casper* recipients to assess direct differentiation capacity at sites of metastatic colonization, bypassing the primary skin site. Similar to what is seen in the orthotopic transplantation, the cells are initially unpigmented at days 1 and 7, but become increasingly pigmented at days 14 and day 28, indicating that cells can directly differentiate after extravasation. (**b**) Histological analysis of a larval *casper* recipient transplanted with ZMEL1-GFP cells shows heterogeneous acquisition of pigmentation, with cells near muscle invasive disease showing increased evidence of melanization (N=notochord, T=tumour, M=muscle). (**c**) Time-lapse imaging of ZMEL1-GFP morphology in a larval *casper* recipient shows that cells that exit the vasculature and enter the tailfin epithelial layer gradually acquire a dendritic phenotype that is characteristic of differentiated melanocytes. (**d**) Enlargement of a dendritic cell in the tailfin. Images are representative of *n*=10–20 fish per group.

**Figure 2:**
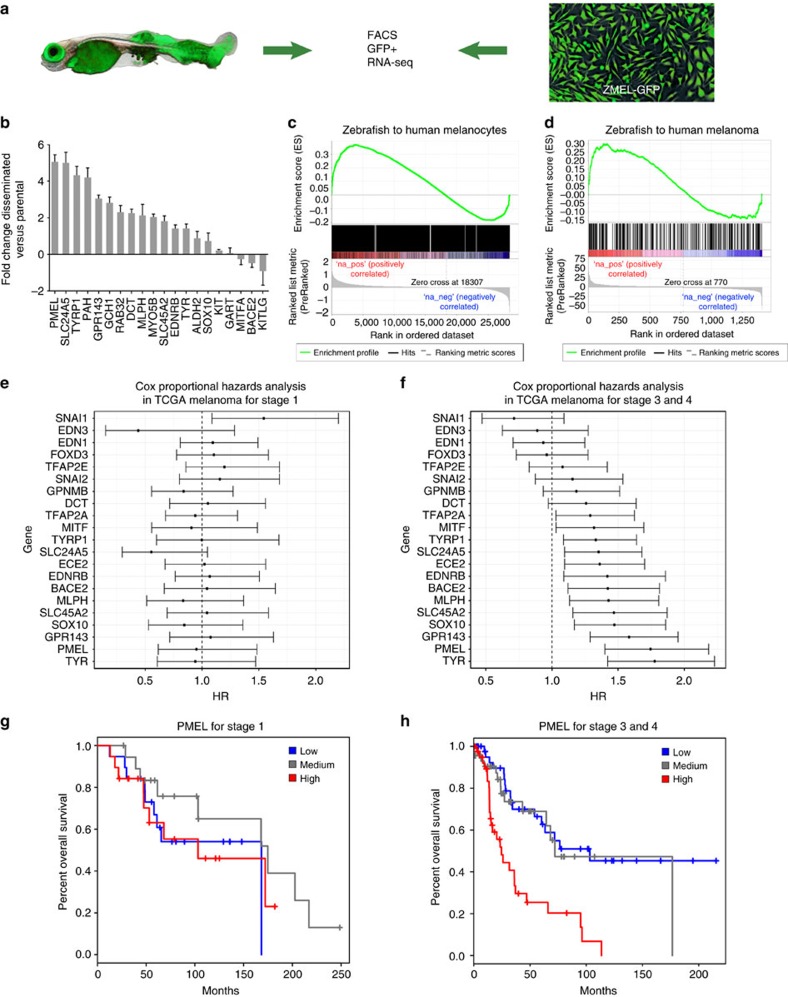
Disseminated metastatic cells exhibit a differentiation gene signature. (**a**) ZMEL1-GFP cells were transplanted into the vasculature of a larval zebrafish, and then fish grew until 21 days when they had widespread tumour dissemination. These fish were then disaggregated and the post-dissemination ZMEL1-GFP+ cells were isolated by fluorescence-activated cell sorting (FACS) (left). The parental ZMEL1-GFP cells maintained in culture were trypsinized and similarly subject to FACS sorting (right). These two populations were then subject to RNA-seq. (**b**) Expression of melanocyte/pigmentation genes (that is, PMEl, TYR, SLC24A5) in the disseminated ZMEL1 cells compared with parental, showing a significant upregulation of a differentiation gene program. (**c**) GSEA shows a significant enrichment between the disseminated ZMEL signature and a signature of human differentiated melanocytes. (**d**) GSEA shows a significant enrichment between the disseminated ZMEL1 signature and the human melanoma subtypes classified as ‘differentiated/proliferative'. (**e**,**f**) Cox proportional Hazard model of TCGA data for melanocyte differentiation genes in either stage I (**e**) localized disease versus stage III/IV (**f**) metastatic disease shows that the differentiation signature portends a worse prognosis in metastatic patients. (**g**,**h**) Kaplan–Meier survival analysis for the melanosome protein PMEL, showing significantly worse survival for stage III/IV patients compared with stage I. Error bars are s.e.m., with *n*=2–6 animals per group.

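Of the other pigment cell genes, some passed the threshold and others did not. gpnmb, which encodes a melanosome glycoprotein, had a log2 fold change of 3.82 (standard error 0.56, adjusted p = 0.00292 from limma). oca2, whose product sets melanosome pH, had a log2 fold change of 2.504 (standard error 0.47, adjusted p = 0.00884 from limma). gpr143, the melanosome receptor gene of ocular albinism, went from a log2 value of 2.22 ± 0.47 (SD, n = 2) to 4.99 ± 0.74 (SD, n = 4), a log2 fold change of 2.76 (standard error 0.64, adjusted p = 0.0225 from limma). The pteridine and phenylalanine genes pah, gch2 and gch1 rose by 4.28 (adjusted p = 0.00332 from limma), 3.01 (adjusted p = 0.00505 from limma) and 2.12 (adjusted p = 0.0121 from limma) on the log2 scale. Of the genes of melanosome transport, a RAB32 orthologue (si:ch73-173m3.3) rose by 2.26 (adjusted p = 0.0316 from limma). By contrast, rab32a had −0.44 (adjusted p = 0.609 from limma), mlphb 2.08 (adjusted p = 0.161 from limma) and mlpha 0.20 (adjusted p = 0.727 from limma). Of 4 orthologues of MYO5B, a motor protein gene, 1 passed the threshold of limma, ENSDARG00000061810 with 1.99 (adjusted p = 0.0118), against CABZ01102039.1 with 1.83 (adjusted p = 0.166) and a pair of genes named myo5b with −0.56 (adjusted p = 0.486) and −1.01 (adjusted p = 0.414). The BACE2 copies had log2 fold changes of −0.43 (adjusted p = 0.558) and −0.48 (adjusted p = 0.604) from limma. gart, of purine synthesis, had 0.026 (adjusted p = 0.980) and the aldehyde dehydrogenase gene aldh2.1 −0.18 (adjusted p = 0.836) from limma. Both genes named aldh2.2 lay under the minimum for testing. Of 12 tested genes typical of erythrocytes, 3 were higher in the same libraries (adjusted p = 0.00180 from camera for the list, adjusted p = 0.383 with an estimated correlation). Without in vitro replicate 1 the calls of gpnmb, oca2, gpr143, pah, gch1, si:ch73-173m3.3 and ENSDARG00000061810 end, and without in vitro replicate 2 those of oca2, gpr143, gch1, gch2, si:ch73-173m3.3 and ENSDARG00000061810. Quantile normalization ends the calls of gpr143 and si:ch73-173m3.3, and no filter on low values ends those of gpnmb, oca2, gpr143, si:ch73-173m3.3 and ENSDARG00000061810. Leaving out disseminated replicate 2 ends those of gpr143, gch1, si:ch73-173m3.3 and ENSDARG00000061810, and leaving out disseminated replicate 1 that of si:ch73-173m3.3. mlphb passes without disseminated replicate 3, and mlphb and CABZ01102039.1 pass with libraries weighted by their quality and with a replicate block. Both settings turn the signs of gart and aldh2.1, as does leaving out disseminated replicate 3, and for gart leaving out in vitro replicate 2.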

**Figure 3:**
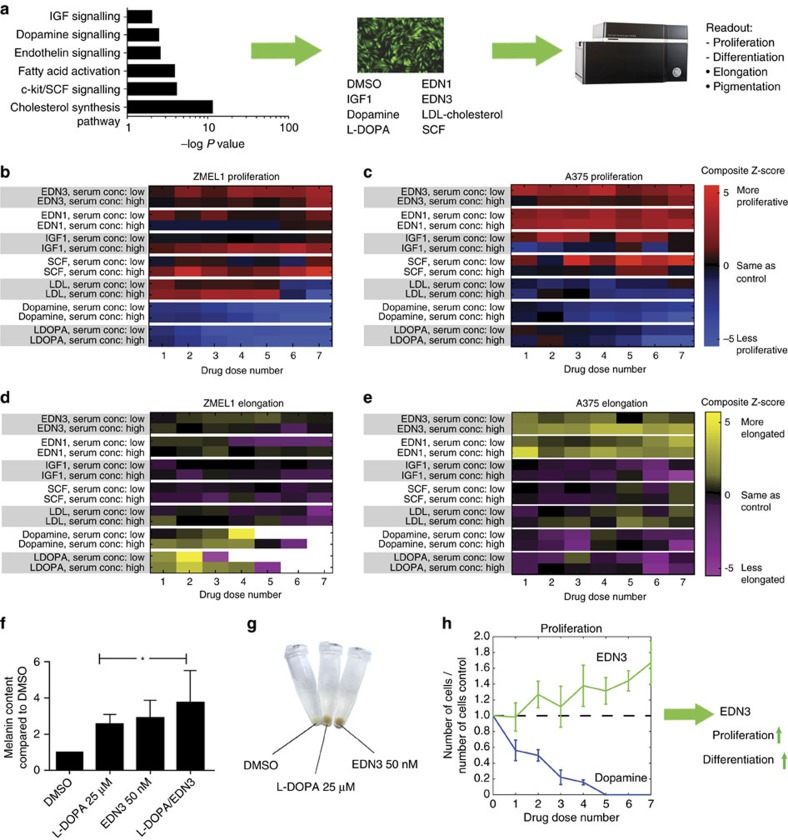
Microenvironmental factors inducing the differentiated/proliferative state. (**a**) Ingenuity Pathway Analysis of ZMEL1-GFP cells after metastatic dissemination suggests six pathways (left) that could mediate microenvironmental-mediated differentiation/proliferation. *P* values indicate estimated likelihood that the indicated pathway is altered in the RNA-seq data set. To test these pathways, ZMEL-GFP cells were treated *in vitro* with agonists of these six pathways at the indicated doses (middle) and differentiation and proliferation was assessed using the InCell high-throughput/high content scanning system (right). (**b**,**c**) Heatmaps showing the effect of the various agonists on proliferation tested in either low- or high-serum conditions in ZMEL1 melanoma cells (**b**) or A375 melanoma cells (**c**). Red indicates increased proliferation, whereas blue indicates decreased proliferation (compared with dimethylsulphoxide control). (**d**,**e**) Heatmaps showing the effect of the agonists on cell elongation, which is a reflection of melanoma differentiation, in ZMEL1 (**d**) or A375 (**e**) melanoma cells. Yellow indicates increased elongation, while purple indicates decreased proliferation. (**f**) To more directly test whether elongation is associated with differentiation, ZMEL1-GFP cells were treated with Endothelin-3 and L-DOPA, or the combination and melanin content assessed. Both agonists caused a significant increase in melanin content (*=*P*<0.05). (**g**) Photograph of the cell pellets (equal numbers of cells) treated with either dimethylsulphoxide, Endothelin-3 or L-DOPA. (**h**) Proliferation curves showing opposing effects of Endothelin-3 as compared with L-DOPA in ZMEL1 cells, suggesting that EDN3 is uniquely capable of inducing both proliferation and differentiation across multiple cell types. Error bars are s.e.m., with *n*=4–6 biological replicates per group.

**Figure 4:**
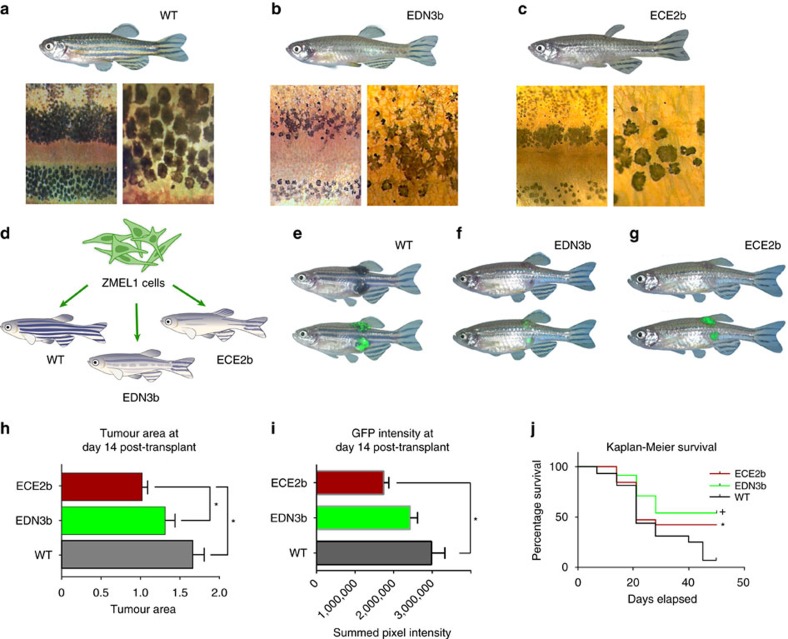
Microenvironmental CRISPR against EDN3b abrogates phenotype switching. (**a**) Control wild-type fish of the AB strain that was injected with Cas9 protein alone. Higher magnification views of the melanocytes from this fish is shown below, indicating these are fully mature, pigmented melanocytes. (**b**) An AB fish in the F1 generation that had been injected with a CRISPR gRNA against EDN3b, showing a severe loss of melanocytes over the entire body of the zebrafish. Higher magnification views (below) from this fish show a decreased number of pale, misshapen melanocytes. (**c**) An AB fish in the F1 generation that had been injected with a CRISPR gRNA against ECE2b, showing a melanocyte defect that is highly similar to that seen in the EDN3b mutant. (**d**) Schema for testing the effects of microenvironmental EDN3b on melanoma growth and differentiation. Equal numbers of ZMEL1-GFP cells were transplanted subcutaneously either in a WT recipient, EDN3b mutant recipient or the ECE2b mutant recipient, who differ only in the loss of function EDN3b in the microenvironment. (**e**) Tumour growth in the WT recipient shows large pigmented tumours in multiple subcutaneous sites, consistent with phenotype switching to a more differentiated/proliferative state. (**f**,**g**) Tumour growth in the EDN3b or ECE2b recipients is impaired, with smaller tumours that are markedly less pigmented, consistent with reduced phenotypic switching due to loss of endothelin-3 signalling from the microenvironment. (**h**) Quantification of tumour area in WT versus EDN3b versus ECE2b backgrounds at 14 days post transplant demonstrates a significant decrease in tumour size in the CRISPR mutant (*=*P*<0.05, WT versus EDN3b and WT versus ECE2b, ANOVA, *n*=15 WT, *n*=24 EDN3b, *n*=19 ECE2b). (**i**) Measurement of mitf-GFP pixel intensity in WT versus EDN3b versus ECE2b recipients shows a significant decrease in overall GFP+ intensity in the ECE2b mutant (*=*P*<0.05, WT versus ECE2b). (**j**) Kaplan–Meier survival curves of WT versus EDN3b−/− recipient fish, showing a significantly longer survival time in the EDN3b and ECE2b recipients (+, *P*=0.0035, logrank test). Error bars are s.e.m. with the numbers of animals indicated above.

**Figure 5:**
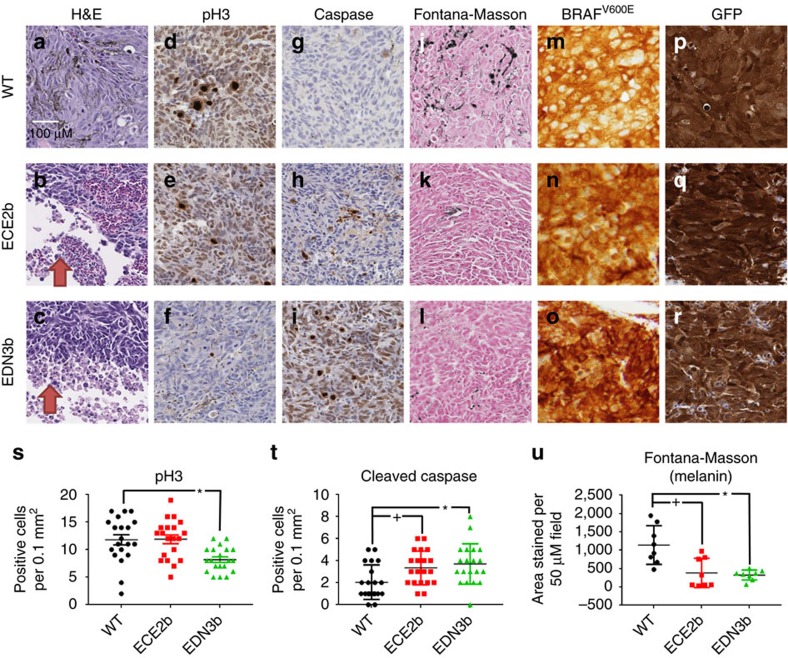
Histologic analysis of melanomas that develop in WT background versus ECE2b or EDN3b-deficient backgrounds. (**a**–**c**) H&E staining demonstrates areas of central necrosis (red arrows) in the ECE2b and EDN3b-deficient background when compared with WT (WT=0/4, ECE2b=4/4, EDN3b=4/4 with central necrosis). (**d**–**f**) A significant decrease in proliferation, as assessed by phospho-H3 staining, is seen in the EDN3b-deficient tumours, which is quantified in the (**s**) panel below (*P<0.05, ANOVA). (**g**–**i**) A significant increase in apoptosis as measured by cleaved caspase expression is seen in both ECE2b and EDN3b-deficient backgrounds, quantified in panel (**t**) below (*,+, *P*<0.05, ANOVA). (**j**–**l**) A significant decrease in melanin content, as measured by Fontana-Masson staining, is seen in the ECE2b and EDN3b backgrounds as compared with WT and quantified in panel (**u**) below (*,+, *P*<0.05, ANOVA). (**m**–**o**) Staining for human BRAF^V600E^ was uniform across all three genotypes, as was GFP expression (**p**–**r**), indicating that expression of those transgenes from the mitfa promoter was not affected. Error bars are s.e.m.

**Figure 6:**
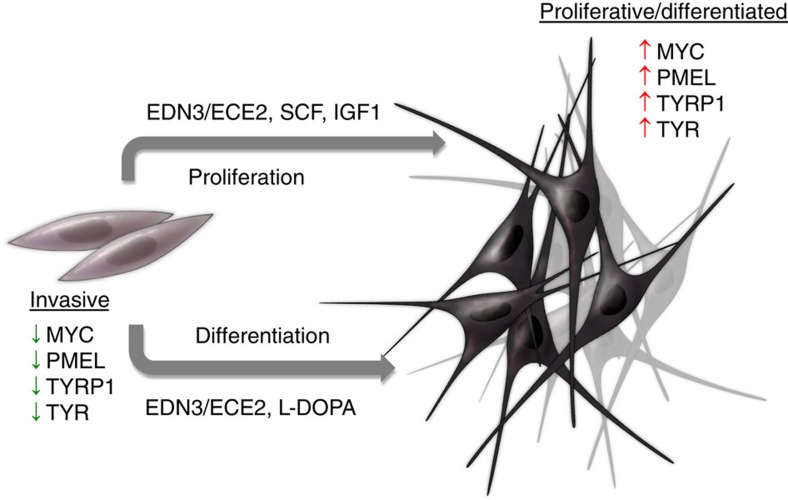
An overview model of phenotype switching factors in melanoma. The major driver of both proliferation and differentiation is EDN3 (synthesized by ECE2b), whereas proliferation alone can be augmented by pro-proliferation signals such as SCF and IGF1 and differentiation augmented by L-DOPA. These convergent signals yield cells that transition from the invasive gene signature to an MITF-dominated gene signature with expression of proliferation genes (MYC) and differentiation genes (PMEL, TYRP1, TYR).

# Supplementary material for: Microenvironment-derived factors driving metastatic plasticity in melanoma
**Source:** Nat Commun. 2017 Feb 9;8:14343. doi: 10.1038/ncomms14343
**Supplement:** Supplementary Information — Supplementary Figures

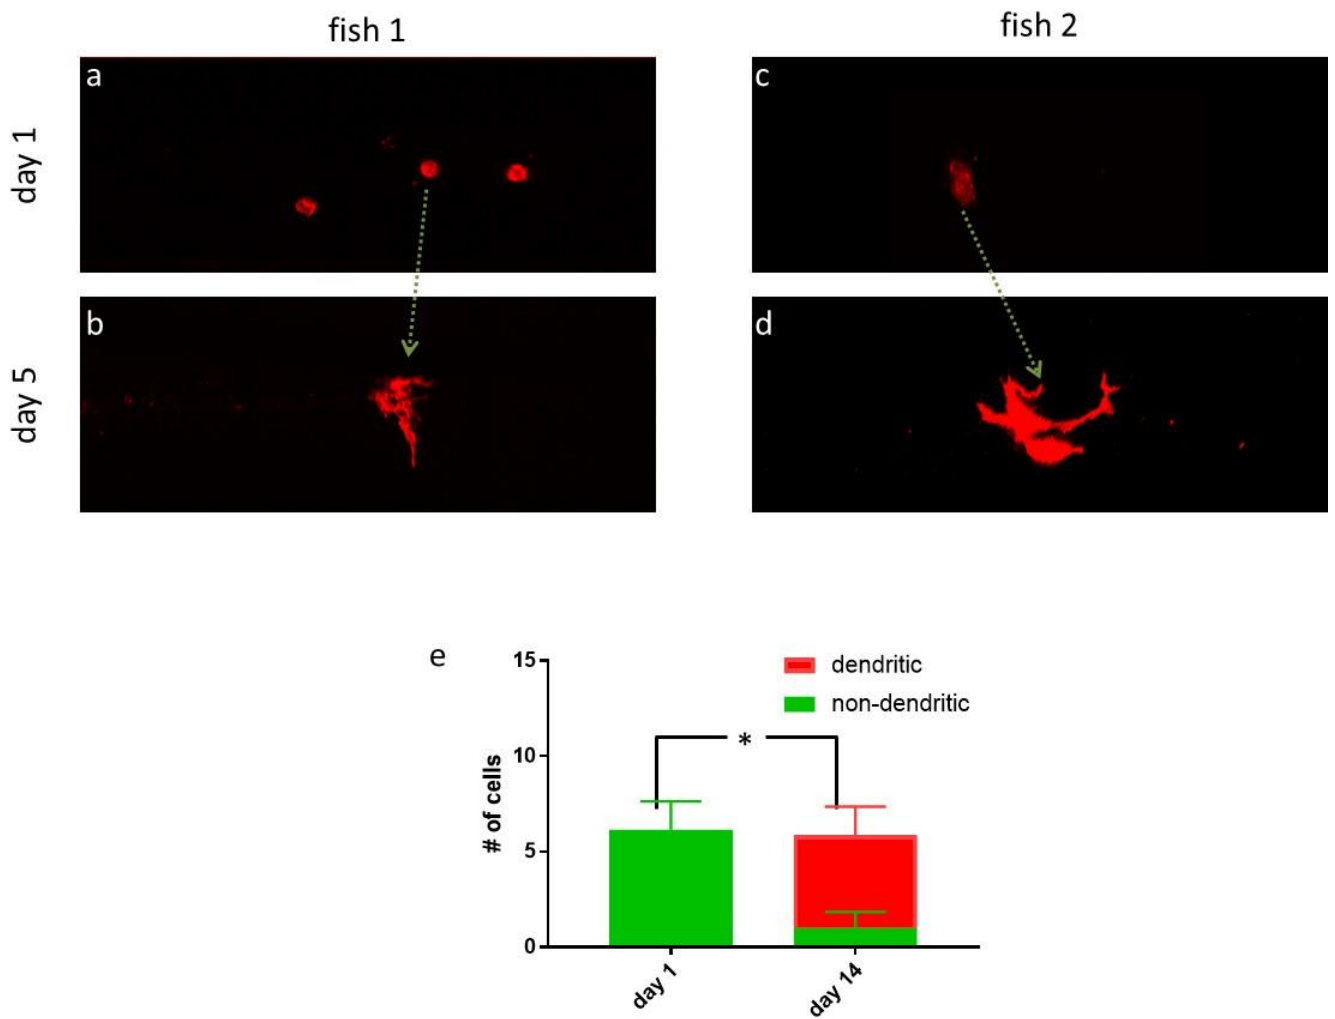

Supplementary Figure 1: Engraftment of metastatic cells is associated with a phenotype switch which yields highly dendritic cells within 5 days post transplant. A ZMEL1-derivative cell line containing a palmitylated tdTomato cassette was transplanted into 2dpf zebrafish embryos (n=10 fish) and these fish were subject to confocal imaging on day of transplant or 5 days post transplant. (a,b): This is one representative fish with cells in red shown on either day 1 or day 5 post transplant. The green arrow indicates how the morphology of that one cell changes over this period of time, acquiring a highly dendritic branched appearance. The fate of the other 2 cells seen on day 1 are not known but likely underwent apoptosis as is commonly seen after transplantation (c,d): A second representative fish showing the same pattern of morphological change over this time period. (e) Quantification of dendricity after transplant. Individual cells were counted and a dendritic cell was defined as any cell with at least 2 projections leading away from the cell body. At day 1, 100% of the cells had a rounded appearance with no evidence of dendricity, in contrast to cells at day 5 where 82% of the cells now had at least 2 dendrites (*, $p < 0.05$, t-test).

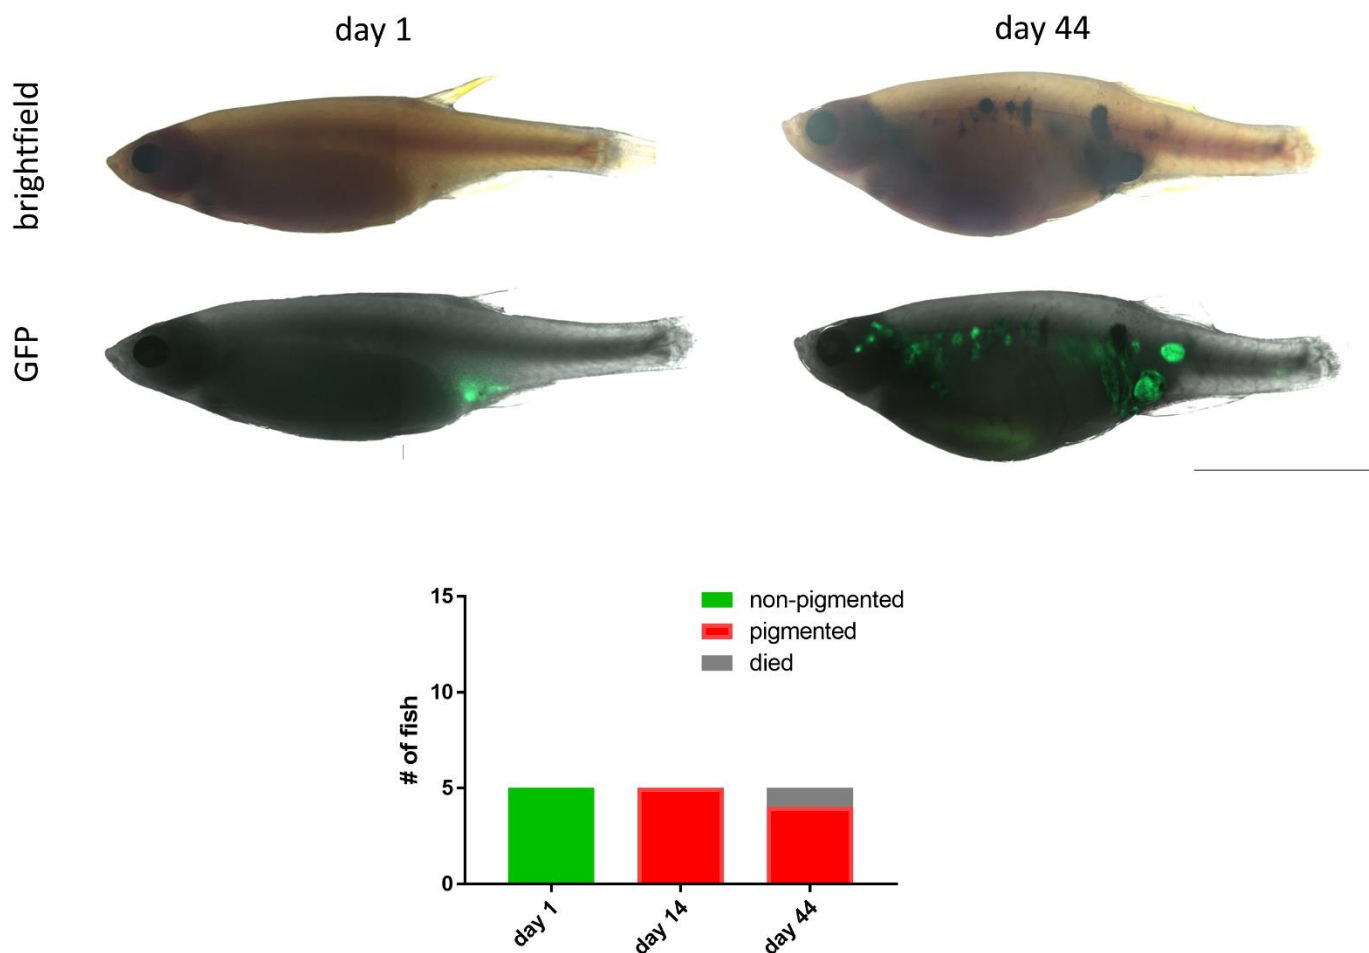

Supplementary Figure 2: Transplantation of the ZCREST cell line recapitulates the phenotype switching seen with the ZMEL1 line. A total of 5 fish were transplanted with the ZCREST-GFP line in a manner identical to that used for the ZMEL1 line, as described in the methods section. Five fish were imaged from 1-44 days post transplant and showed GFP positive tumors that became pigmented by 14-44 days post transplant.

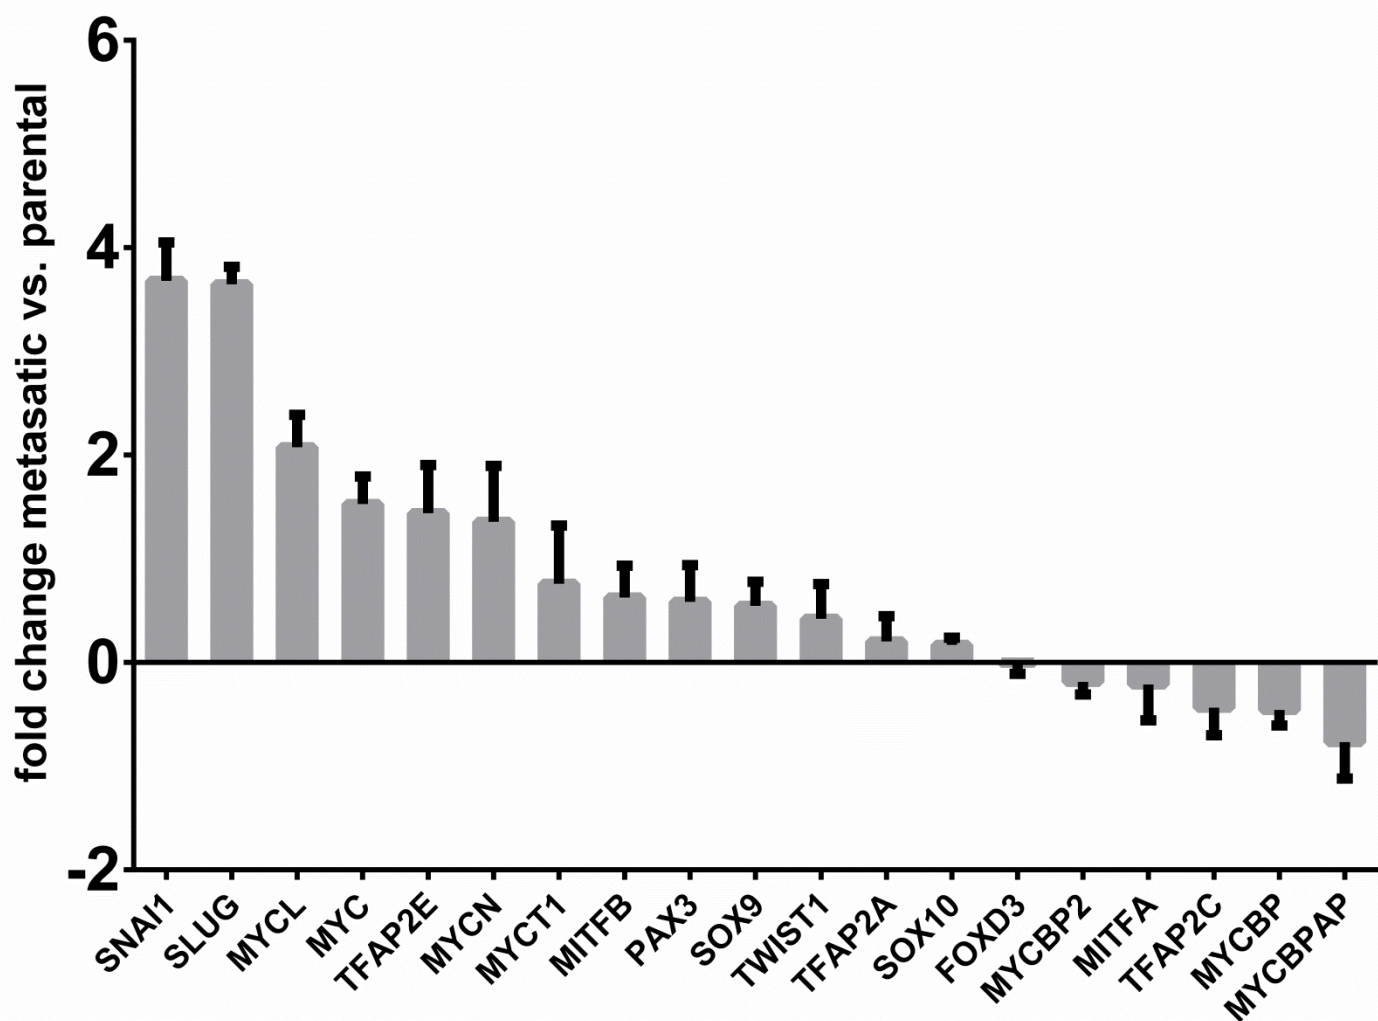

Supplementary Figure 3: Transcription factors altered in the disseminated vs. parental ZMEL1 cells, showing an upregulation of proliferation-related factors such as MYCL and MYC, along with a modest increase in MITFB (one of the two zebrafish isoforms of MITF).

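Of further transcription factors of the neural crest and melanocyte lineage, some passed the threshold of limma and others did not. The MITF relatives tfeb and tfec rose, with log2 fold changes of 3.75 (adjusted p = 0.000539) and 2.62 (adjusted p = 0.00612), as did the mesenchymal factors snai2 with 3.65 (adjusted p = 0.000575) and snai1b with 3.68 (adjusted p = 0.00860), all from limma. The factors that follow did not pass. The pigment cell and neural crest factors tfap2a and tfap2c had log2 fold changes of 0.20 (adjusted p = 0.749) and −0.43 (adjusted p = 0.464) from limma. tfap2e had 1.44 (adjusted p = 0.108) and pax3a, which acts with sox10 on MITF, −0.29 (adjusted p = 0.577) from limma. sox9a and sox9b, of the same family as sox10, had 0.43 (adjusted p = 0.658) and 0.55 (adjusted p = 0.442) from limma. Of the mesenchymal factors, twist1a, twist3 and snai1a had 0.33 (adjusted p = 0.855), 0.42 (adjusted p = 0.640) and 0.16 (adjusted p = 0.854), all from limma. Genes of proteins that bind MYC did not pass the threshold of limma either, with −0.46 (adjusted p = 0.481) for mycbp and −0.19 (adjusted p = 0.724) for mycbp2. foxd3 and both genes named twist1b lay under the minimum for testing, foxd3 at −2.69 to −2.23 in every library on the log2 scale. The call of snai1b ends without either in vitro replicate and without disseminated replicate 2, and that of tfec without in vitro replicate 1 and with no filter on low values. The signs of twist1a, snai1a and mycbp2 turn without in vitro replicate 1, those of twist1a and snai1a also without disseminated replicate 2 and disseminated replicate 3 respectively, and that of tfap2a without in vitro replicate 2, and twist1a turns with quantile normalization and snai1a with a replicate block. tfap2e passes without disseminated replicate 4, with libraries weighted by their quality and with a replicate block.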

Cox Proportional Hazards Analysis in TCGA Melanoma for Stage 1

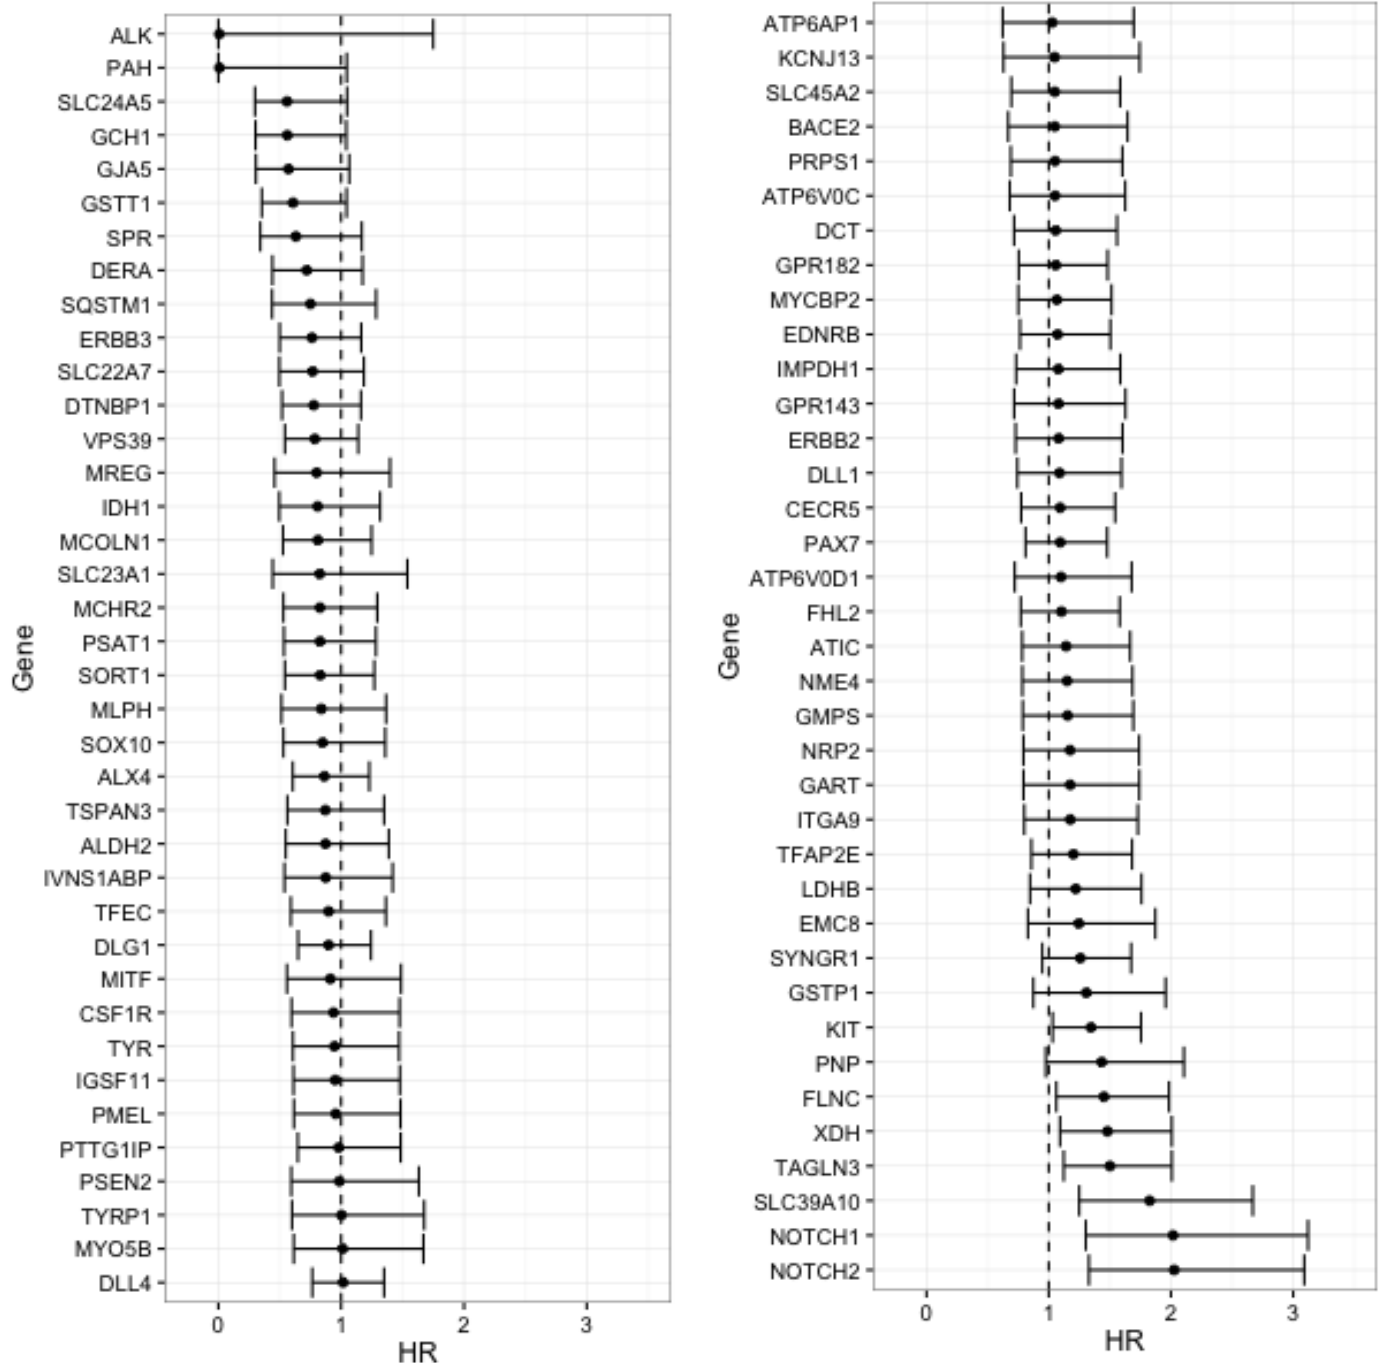

Supplementary Figure 4: Cox-Proportional Hazard Ratio plots for melanocyte differentiation genes in Stage I patients of the TCGA cohort. None of the canonical differentiation associated genes (i.e. PMEL, TYR) affect prognosis in this cohort.

Cox Proportional Hazards Analysis in TCGA Melanoma for Stage 3 and 4

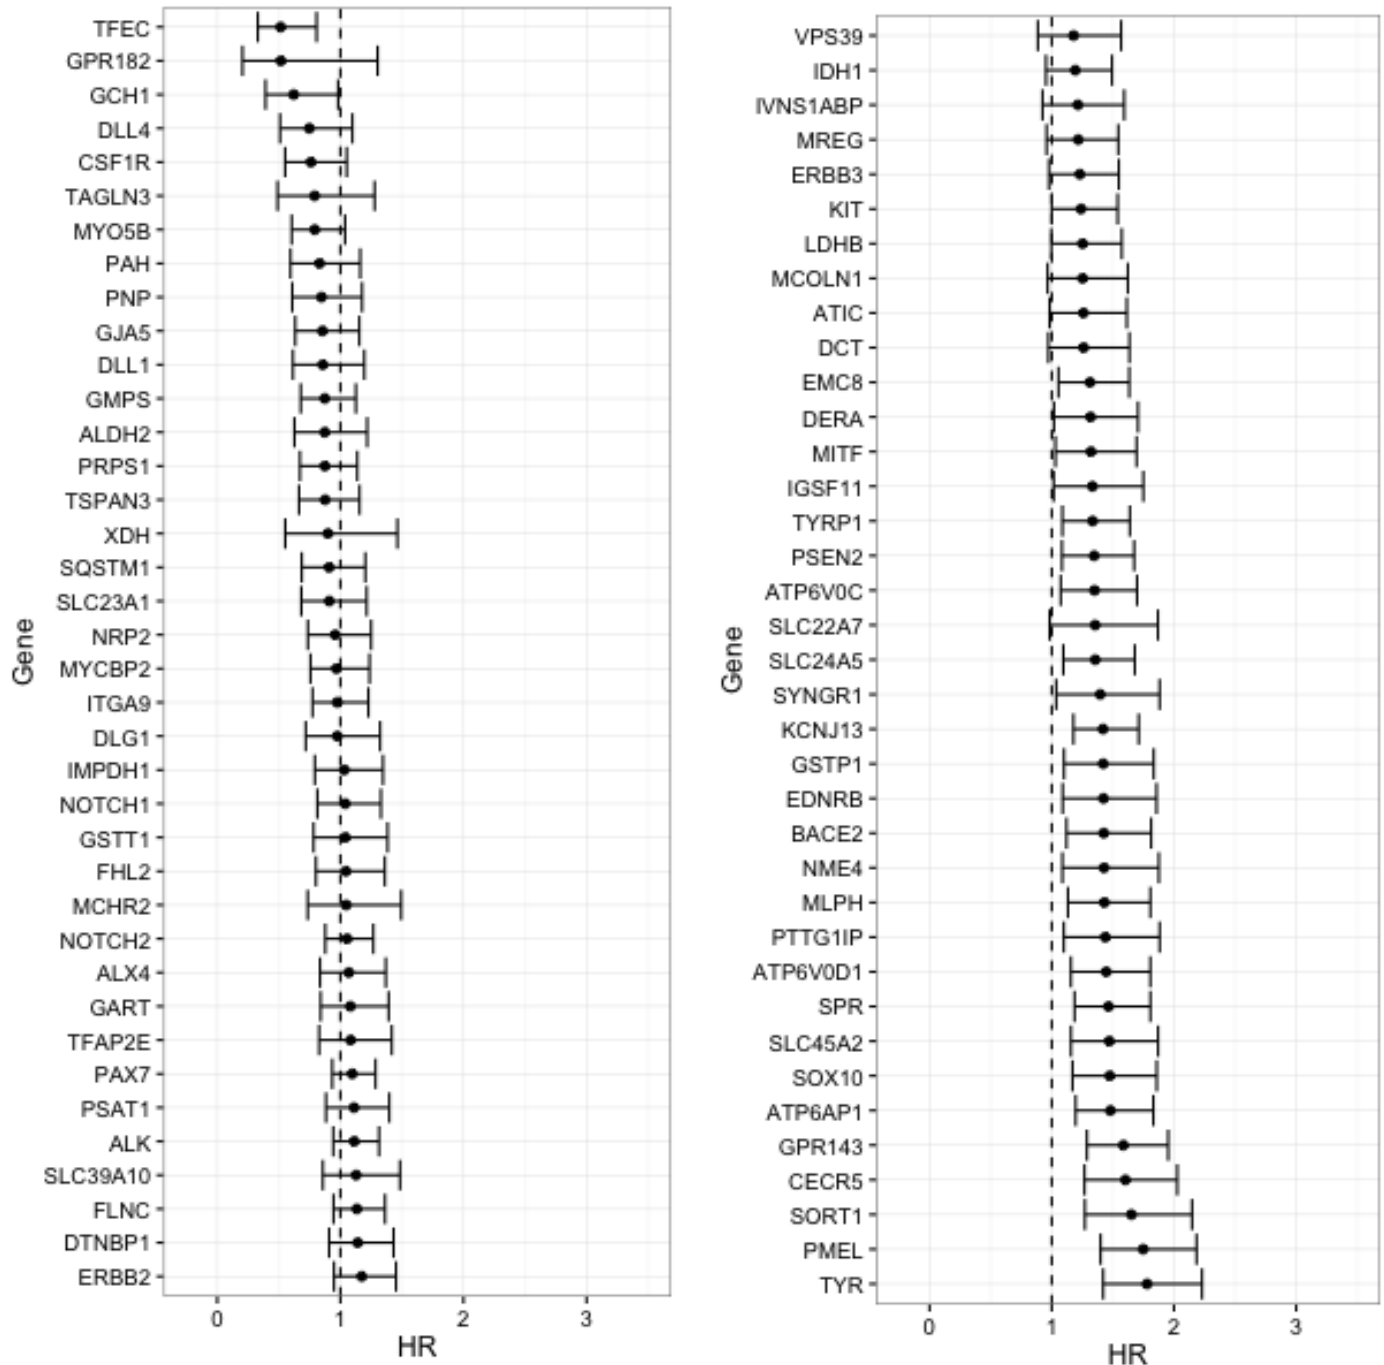

Supplementary Figure 5: Cox-Proportional Hazard Ratio plots for melanocyte differentiation genes in Stage III/IV patients of the TCGA cohort. In contrast to the stage I patients, high expression of a cluster of genes strongly associated with melanocyte differentiation (i.e. PMEL, TYR) are negatively associated with survival in this cohort.

TYR For Stage 3 and 4

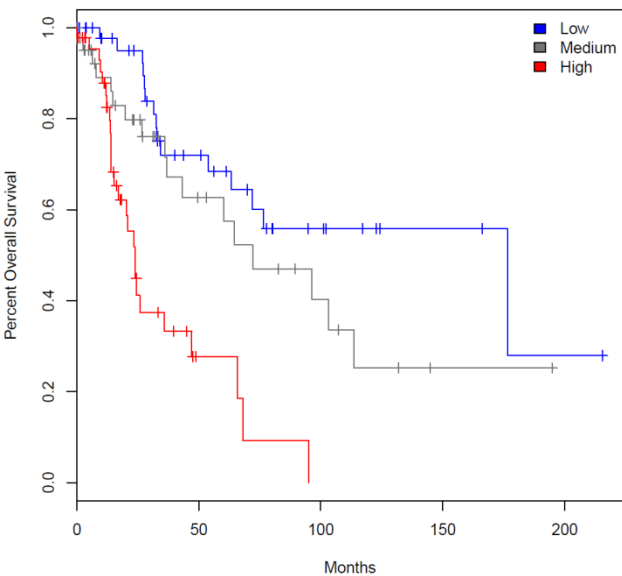

TYRP1 For Stage 3 and 4

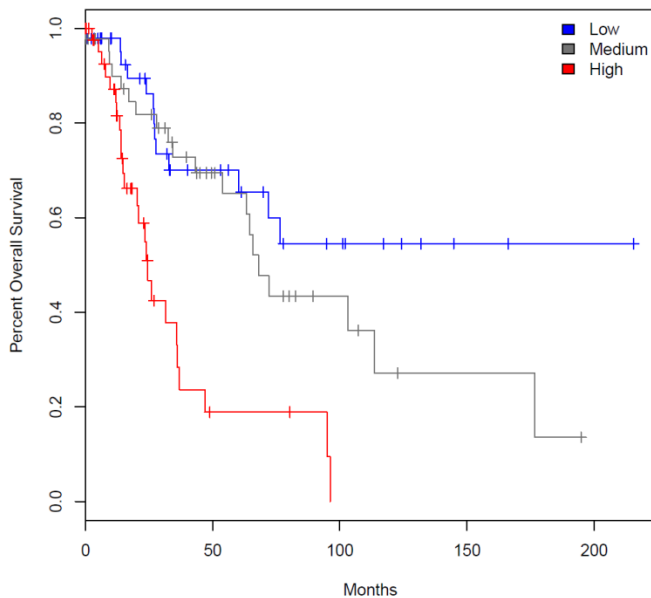

GPR143 For Stage 3 and 4

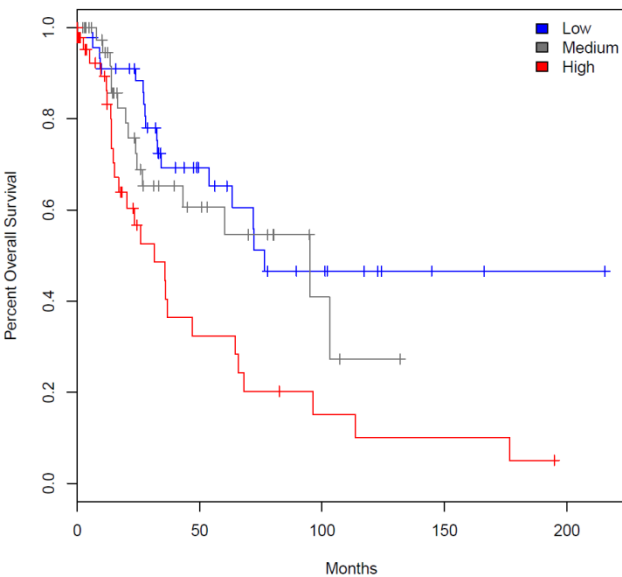

SORT1 For Stage 3 and 4

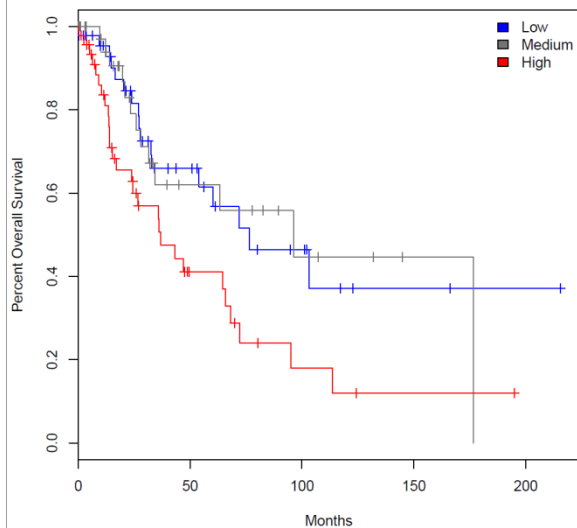

Supplementary Figure 6: Kaplan-Meier survival curves for 4 representative melanocyte differentiation genes in stage III/IV patients. For all 4 of these examples, higher expression is associated with significantly worse survival in this cohort.

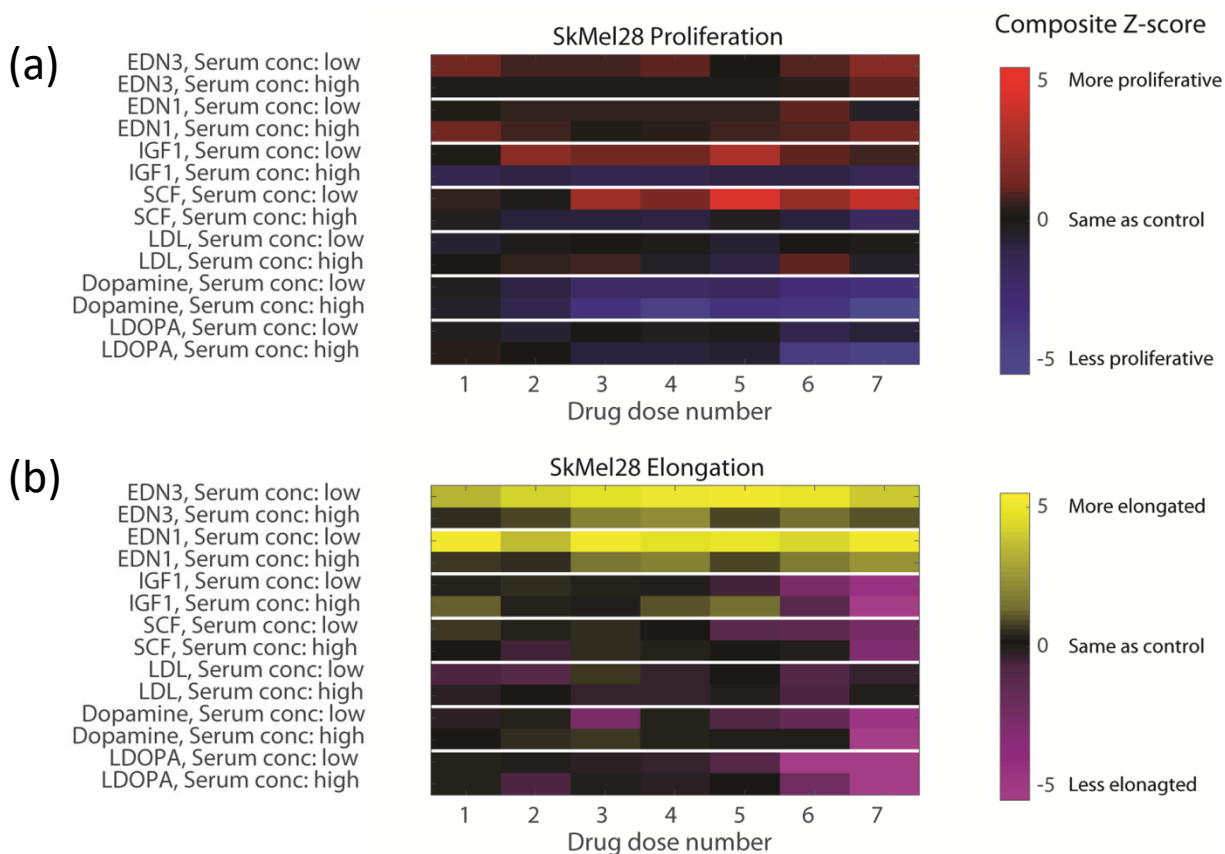

Supplementary Figure 7: (a) Heatmaps showing the effect of the various agonists on proliferation tested in either low or high serum conditions in SKMel28 human melanoma cells. Red indicates increased proliferation whereas blue indicates decreased proliferation (compared to DMSO control). (b) Heatmaps showing the effect of the agonists on cell elongation, which is a reflection of melanoma differentiation, in SKMel28 melanoma cells. Yellow indicates increased elongation, while purple indicates decreased proliferation.

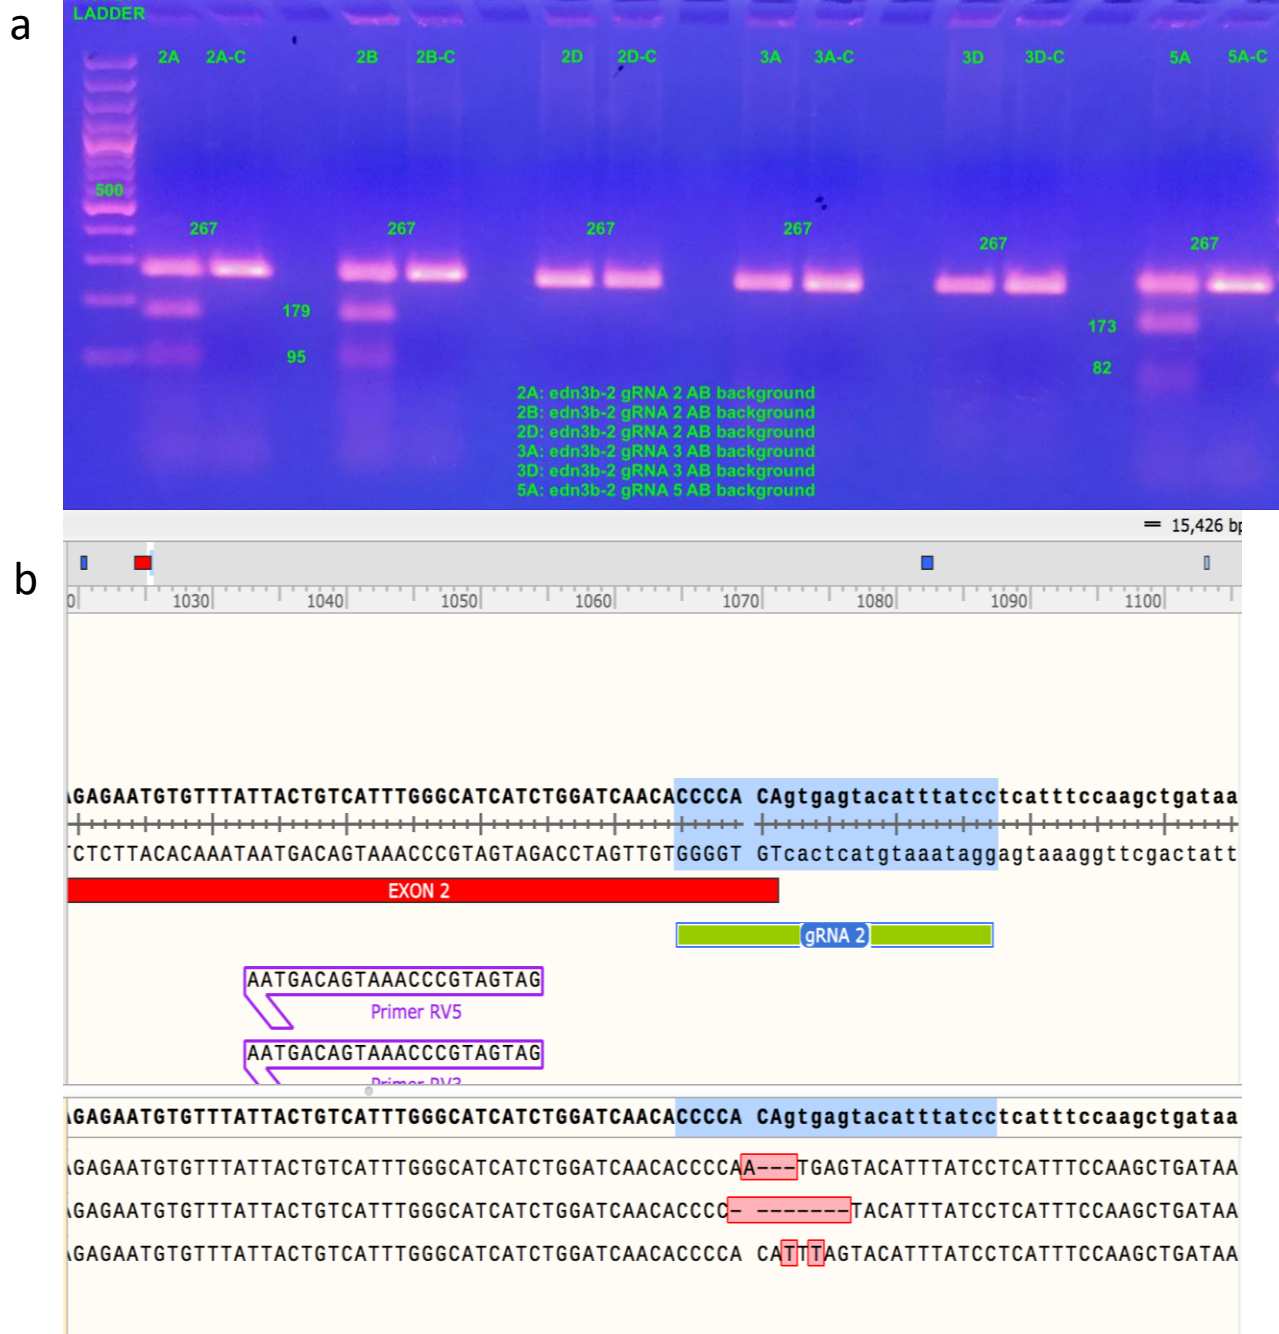

Supplementary Figure 8: Generation of a CRISPR mutant to EDN3B. (a) T7 endonuclease gel for 6 founder pairs injected with the EDN3B gRNA2 (sequence below). Pairs 1, 2 and 6 all showed the expected cutting pattern when compared to the control PCR product. (b) TOPO cloning of genomic DNA around the cut site shows a range of induced mutations, including a 4bp indel, an 8bp deletion, and a 2bp indel, all of which are predicted to lead to a loss of function after exon 2.

WT CASPER

F1 ECE2B-4E

F1 EDN3B-2B

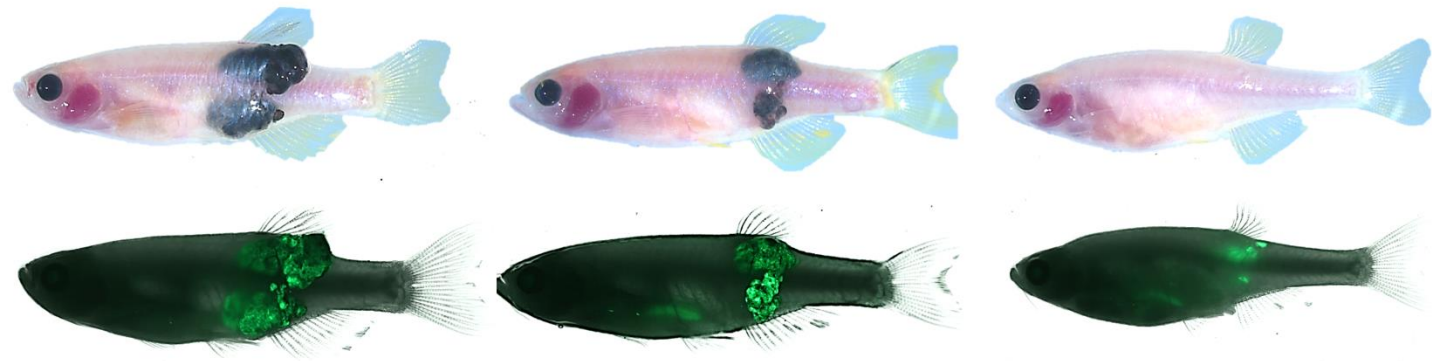

Tumor area at day 14 post-transplant

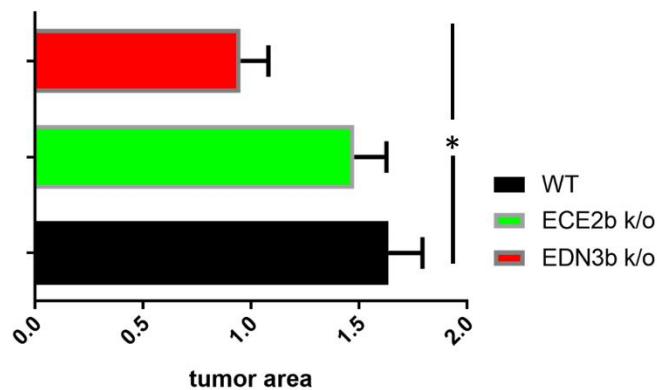

Supplementary Figure 9: Transplantation of ZMEL1-GFP cells into the ECE2b or EDN3b backgrounds in the *casper* strain (n=5 *casper*, n=6 EDN3b, n=7 ECE2b). Similar to what is seen in the WT background, microenvironmental deficiency of these factors leads to smaller tumors that are less pigmented, the quantification of which is shown below. *, $p < 0.05$, ANOVA.

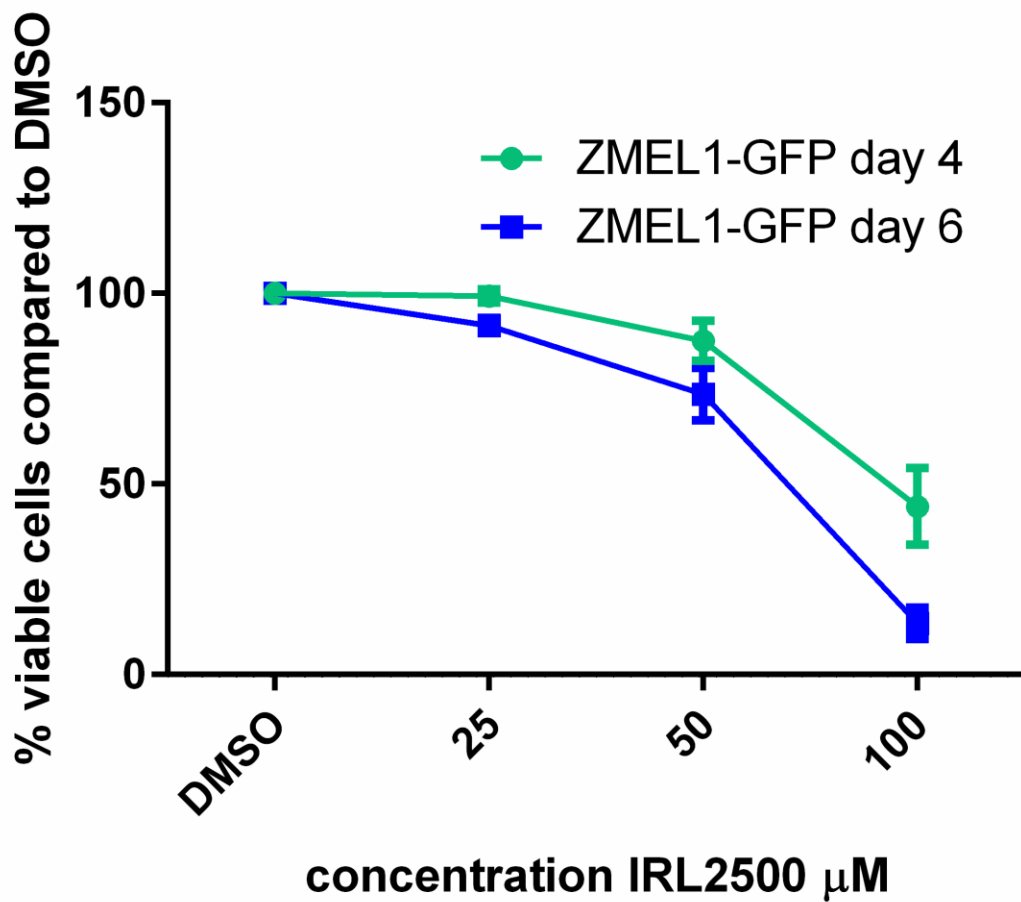

Supplementary Figure 10: Cell viability to the indicated doses of IRL2500, an EDNRB small molecule antagonist. Viability was measured at day 4 or day 6 of treatment using Cell-TiterGlo in ZMEL1 melanoma cells, and shows a decrease in viability only at 50-100 μM .

How the deposited data were processed for this re-analysis (not part of the article)

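RNA was measured in 2 libraries of parental ZMEL1-GFP cells from culture and in 4 libraries of ZMEL1-GFP cells sorted from larvae in which they had spread. The authors amplified the RNA with a NuGen kit, sequenced 50-base single-end reads, aligned them with GSNAP, counted them per gene with HTSeq and compared the groups with DESeq2. No versions are stated. The authors' deposited table is named as normalized read counts, but it holds log2-scale values: every library has negative numbers, and the highest values are those of a logarithm rather than of read counts. The transformation is not stated in the methods, the labels or the supplementary files. Whole reads could not be recovered, and neither depth nor counting error can be computed.

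The plan had assumed linear values, to be transformed with a pseudocount of 1. Once the table turned out to be on the log2 scale, its values were used as deposited, and adding 1, 0.5 or 5 after taking them back from the log2 scale became an alternative. Of 33737 identifiers, 3247 at exactly 0 in all 6 libraries were taken as not measured. Genes with a mean of at least 10 over the 6 libraries, taken back from the log2 scale, were tested. Some gene symbols in the table had been turned into dates, and identifiers were used throughout.

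The groups were compared with limma 3.58.1 in R 4.3.3 (variance trend, Benjamini-Hochberg adjustment, threshold 0.05). The fit was checked on simulated data with known changes and with noise independent between genes and equal in every library. Log2 fold changes are the disseminated mean minus the in vitro mean. Gene lists were tested with camera (preset correlation 0.01, and an estimated correlation), adjusted over 32 lists. Of these, 15 were higher and 7 lower by camera, and 1 passed with an estimated correlation. The planned test fry, which asks whether a list itself changes rather than against other genes, was also run. Its adjusted p was 0.0215 for the melanocyte, 0.0441 for the MYC family and 0.000781 for the cholesterol list. The KIT (0.0229), neural crest (0.0456) and iridophore (0.0441) lists passed by fry, though not by camera. By contrast, the G1/S (0.103), G2/M, heat shock and muscle lists (0.0734 each) passed by camera but not by fry. The same held for the melanocyte regulator (0.0518), erythrocyte (0.0553), hepatocyte (0.0752), oxidative phosphorylation (0.0857), small structural RNA (0.140) and ribosomal (0.205) lists. The lists covered melanocyte differentiation and its regulators, the MYC family, the cell cycle, neural crest and invasive genes, the 6 pathways of the paper, heat shock and immediate early genes, markers of 12 cell types, and ribosomal, mitochondrial, oxidative phosphorylation, histone and small structural RNA genes. List entries were matched by symbol or alias, and matching was limited to 1 entry per gene after mcm6l had been taken for mcm6 in a first pass, when 1 cell cycle gene had counted as higher.

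Genes were named by a rule: every gene that the study names for its RNA sequencing, with each tested zebrafish copy; the 5 largest rises and the 5 largest falls past the threshold among genes with a name and without overlap of the groups; and up to 3 members of each list, those with the largest changes past the threshold. Where no member of a list passed, the rule named up to 2 with the highest mean; the members so named of the retinal pigment epithelium, ribosomal and mitochondrial lists were left out after their values were seen. Not every gene that the rule picks is given in the text. Values in the paper's tables and figures were known when the rule was written.

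Human genes of Supplementary Data 3 were matched to zebrafish genes by symbol, since the orthologue search of the paper was not repeated. The human ranking was tested with fgsea 1.28.0 (10000 permutations of genes, smallest set 15, seed 1), settings chosen after the data were seen. The enrichment for human melanocytes and the full gene lists of the paper, held only in part, were not analysed here. Imaging, drug screening, knockout and patient survival data were not used here.

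Alternatives covered the pseudocount, the minimum mean (none and 50), quantile normalization, upper-quartile rescaling, the moderation of the variance, library weights, a replicate block, the orthologue source, a minimum change of 2-fold and each library left out in turn. The set of 10 abundant muscle transcripts, the matched random lists and each test of an explanation were chosen after the data were seen.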

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

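The tests of the explanations weighed here were chosen only after the results were seen, while the gene lists had been set beforehand.

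In 8 of the 121 named genes, 1 disseminated library lay far from the other 3 by the ratio of Dixon's test, which picks about 1 group in 20 by chance, or 6.05 genes here; none of the 32 lists had such a library in its mean. hsp70.2 stood at a log2 value of 14.03 in disseminated replicate 1 against 9.62 to 10.31 in the others (ratio 0.843), and bag3 at 9.52 in disseminated replicate 4 against 12.62 to 12.88 (ratio 0.924). Disseminated replicate 4 was also the lowest for agr2 (7.94 against 8.94 to 9.03, ratio 0.913), lim2.1 (6.03 against 7.82 to 8.11, ratio 0.86) and tfec (ratio 0.97). mpx was highest in disseminated replicate 3 (8.79 against 8.00 to 8.12, ratio 0.847), ror1 in disseminated replicate 2 (ratio 0.857) and a gene named myo5b (ENSDARG00000093553) in disseminated replicate 1 (4.55 against 2.74 to 2.85, ratio 0.938).

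Heat shock genes, which encode chaperones, and immediate early genes, which answer stimulation within minutes, leaned upward after dissemination, a result the paper does not report. Among heat shock genes 14 of 34 were higher and 0 lower at an adjusted p under 0.05 from limma (19 higher when adjusted over the list alone), with a median log2 fold change of 1.63 and an adjusted p of 3.83e-07 from camera (0.345 with an estimated correlation). They include hsp70.2 (4.71, adjusted p = 0.0125), bag3 (4.48, adjusted p = 0.00612) and unc45b (4.13, adjusted p = 0.00596), a chaperone of muscle myosin. Among immediate early genes 20 of 50 were higher and 0 lower (37 when adjusted over the list alone), with a median of 1.63 and an adjusted p of 1.12e-15 from camera (0.298 with an estimated correlation), led by fos (3.72, adjusted p = 0.00515), jun (3.57, adjusted p = 0.00164) and fosl1a (3.19, adjusted p = 0.0188). Of the tested genes, 32 of the heat shock and 44 of the immediate early list had a mean log2 value of at least 4 in vitro, and 2 of the immediate early list are in another list. The counts fell to 1 and 1 without in vitro replicate 1, to 3 and 8 without in vitro replicate 2 and to 9 and 10 without disseminated replicate 2, and 38 immediate early genes were higher without disseminated replicate 4. They were 1 and 5 with no filter on low values, 22 and 38 with libraries weighted by their quality and 24 and 38 with a replicate block, and 12 immediate early genes were higher without a variance trend. The calls of all 6 genes named here end without in vitro replicate 1, those of hsp70.2, bag3, fos and fosl1a without in vitro replicate 2, those of all but jun with no filter on low values, and that of fosl1a without disseminated replicate 2 and without a variance trend.

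Reads shared between the near-identical hsp70 copies could raise these copies together, but 10 of the 30 tested heat shock genes outside them were higher, which argues against shared reads as the whole cause. Handling could raise both lists, since the fish were taken apart with Liberase and the cultured cells with trypsin. Every disseminated library went through the first and every in vitro library through the second, so for the immediate early median of 1.63 handling and growth in the fish cannot be told apart. A response to growth in the fish stays open and was not tested.

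Markers of other cell types leaned upward in the disseminated libraries, a result the paper does not report, although sorting by a GFP reporter that the mitfa promoter drives should leave most such cells out. The median log2 fold change was 2.17 for muscle (8 of 28 higher, 11 when adjusted over the list alone), 2.35 for lens (7 of 14, 8), 1.98 for endothelium (6 of 18, 11) and 1.26 for leukocytes (3 of 28, 9), with 0 lower in each. The adjusted p from camera was 1.63e-07, 1.14e-06, 1.55e-05 and 9.80e-05, and with an estimated correlation 0.345, 0.298, 0.298 and 0.200. Across the alternatives the medians ran from 1.22 to 2.62 for muscle, 1.24 to 4.26 for lens, 1.19 to 2.79 for endothelium and 0.74 to 1.41 for leukocytes. The largest rises were those of atp2a1 (4.12, adjusted p = 0.00209), casq2 (3.72, adjusted p = 0.00391) and ttna (3.36, adjusted p = 0.00273) for muscle, lim2.1 (4.58, adjusted p = 0.00122), mipb (4.26, adjusted p = 0.000694) and lim2.3 (4.11, adjusted p = 0.0195) for lens, flt1 (4.16, adjusted p = 0.00351), erg (3.00, adjusted p = 0.0227) and sox7 (2.87, adjusted p = 0.0222) for endothelium, and zap70 (2.97, adjusted p = 0.0123), wasa (2.73, adjusted p = 0.0239) and mpx (2.42, adjusted p = 0.00261) for leukocytes. The cultured cells also express some of these genes: a mean log2 value of at least 4 in vitro was found for 11 of the tested muscle genes, 0 of the lens genes, 3 of the endothelial genes and 13 of the leukocyte genes, and 1 leukocyte gene is in another list. A gene low in vitro passes the minimum mean more readily if it rises, so the filter sets part of these medians and of the 0 lower. Random lists matched on mean value had medians of 0.16 for muscle, 0.64 for lens, 0.37 for endothelium and 0.24 for leukocytes. Of all genes tested, 7.17% were higher. The calls of atp2a1, lim2.1 and mipb held under every alternative; those of the other 9 end without in vitro replicate 1, those of lim2.3, erg, sox7, zap70 and wasa without in vitro replicate 2, those of lim2.3 and wasa without disseminated replicate 1, those of lim2.3, erg and sox7 without disseminated replicate 2, all but those of casq2 and mpx with no filter on low values, and those of lim2.3, erg, sox7 and wasa with quantile normalization.

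Muscle RNA in the sorted pool should bring the abundant contractile and parvalbumin transcripts of muscle. In disseminated replicates 1 and 4 the median linear gain of 10 such transcripts was 15.5% and 9.29% of that of the 18 other tested muscle genes, which argues against muscle RNA as the whole cause there, and in disseminated replicates 2 and 3 it was 124% and 557%. In disseminated replicate 3, 10 of the 10 were at least 4-fold above both in vitro libraries, and actc1b (ENSDARG00000037840) stood at a log2 value of 10.33 against 5.07 and 5.15 in vitro, so that some muscle RNA may be present in this library, while 7 of the 10 in disseminated replicate 2 leave muscle RNA open there. A general rise of genes with low values is unlikely as the whole cause, since 9 of the 12 marker lists had a median above those of 95% of 10000 random lists matched on mean value. For the lens, endothelial and leukocyte genes, RNA of other cells and a broader expression in the tumour cells stay open.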

How the results depend on the processing

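The alternatives with a pseudocount of 1 and with orthologues from the deposited table, and the counts for cholesterol synthesis, heat shock and immediate early genes, were chosen after seeing the data.

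Across the 121 named genes and their alternatives, 1585 results kept their direction and their side of the threshold, 254 kept the direction but lost the call, 34 gained one and 22 reversed; for the 32 lists these numbers were 475, 16, 3 and 16. Melanocyte, MYC family, cell cycle, cholesterol, fatty acid, heat shock and immediate early lists kept direction and call by camera with its preset correlation in every alternative, and the invasive signature too (0.34 to 0.47 with 1 library left out).

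With no filter on low values, where 30490 genes are tested, 316 genes were higher and 91 lower, 3 melanocyte, 1 heat shock and 5 immediate early genes were higher and 0 cell cycle genes lower. With a mean of at least 50 (9789 genes), 563 genes were higher and 1 cell cycle gene lower, the proliferative signature passed (0.23, a p of 0.0349 from camera, where all its alternatives gave 0.0235 to 0.255, and 0.248 with an estimated correlation), and the medians of the dopamine (−0.50), iridophore (−0.13) and histone (−0.31) lists reversed. The orthologues of the deposited table also brought this signature past the threshold (0.24, a p of 0.0235, and of 0.106 with an estimated correlation). Quantile normalization moved the median of all genes to −0.13. With it, 619 genes were higher and 0 cell cycle genes lower, and twist1a (−0.26) and the medians of the retinal pigment epithelium (−0.45), small structural RNA (−0.0040), mitochondrial (−0.11) and histone (−0.25) lists reversed, of which the small structural RNA and mitochondrial medians stay above that of all genes. Upper-quartile rescaling left 0 cell cycle genes lower. Without a variance trend, 147 genes and 0 cell cycle genes were lower and 12 immediate early genes higher.

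With libraries weighted by their quality, 3036 genes were higher and 1305 lower, with 19 melanocyte, 22 heat shock and 38 immediate early genes higher and 26 cell cycle genes lower; gart (−0.18), aldh2.1 (0.16) and the retinal pigment epithelium median (−0.061) reversed. The replicate numbers were checked for pairing: in vitro replicate 1 correlated with disseminated replicates 1 and 2 at r = 0.0643 and −0.0111 across genes after subtracting each group's mean, so they do not pair. A replicate block, which leaves 1 residual degree of freedom, gave 2882 higher and 1275 lower genes, 19 melanocyte, 24 heat shock and 38 immediate early genes higher and 26 cell cycle genes lower, and reversed kita (−0.34), snai1a (−0.17), gart (−0.44), aldh2.1 (0.17), kitlgb (0.10) and the histone median (−0.19). By camera with its preset correlation it ended the calls of the melanocyte regulators (adjusted p = 0.0709) and the neuron list (adjusted p = 0.0614), while the neural crest list passed (adjusted p = 0.0278).

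With each library left out in turn, a lone in vitro library being assumed to vary like the disseminated group, 99 to 1537 genes were higher and 26 to 487 lower, the fewest without in vitro replicate 1; 1 to 13 melanocyte, 1 to 20 heat shock and 1 to 38 immediate early genes were higher, and 0 to 9 cell cycle and 9 to 21 cholesterol genes lower. The proliferative signature ran from 0.12 to 0.19 (a p of 0.0863 to 0.217), and the enrichment score from 1.06 to 1.33; without in vitro replicate 1 too few genes remained for it. Log2 fold changes that reversed ranged, with 1 library left out, over −0.59 to 0.11 (ednraa), −0.71 to 1.37 (twist1a), −0.079 to 0.56 (kita), −2.13 to 0.41 (kitlgb), −0.55 to 0.88 (snai1a), −0.44 to 0.072 (mycbp2), −0.029 to 0.44 (tfap2a), −0.35 to 0.40 (gart), −0.40 to 0.019 (aldh2.1), −0.41 to 0.087 (mitfa); medians of lists over −0.035 to 0.36 (mitochondrial), −0.25 to 0.17 (histone), −0.013 to 0.21 (retinal pigment epithelium), −0.079 to 0.39 (IGF).

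The cause of these changes was not tested, beyond the number of genes or libraries that an alternative leaves. The pseudocounts (1 included) and robust moderation did not change the counts of all genes higher or lower, nor those of melanocyte, cell cycle, cholesterol, heat shock and immediate early genes, by more than 1.5 times, nor did the minimum of 2-fold those of all, melanocyte and cell cycle genes. edgeR and DESeq2 on recovered reads were not run, since reads could not be recovered, so the limit set by depth was not computed.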

Differences from the paper's values

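The alternatives named here were set before the data were examined, and no alternative added afterwards is used.

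The paper reports 2040 genes higher after dissemination at a corrected P under 0.05, against 1175 at the same threshold here; the values are not more than 1.5 times apart with libraries weighted by their quality (3036), with a replicate block (2882) and without disseminated replicate 3 (1485) or 4 (1537), and are more than 1.5 times apart under every other alternative. The paper's 342 lower genes compare with 231, and with 341 and 487 without disseminated replicate 3 and 4, but with 1305 and 1275 with weighted libraries and a replicate block, more than 1.5 times the paper's count. The paper's count is more than 1.5 times those with a pseudocount of 5 (227), no filter on low values (91), a mean of at least 50 (174), quantile normalization (175), upper-quartile rescaling (199) and no variance trend (147), and those without in vitro replicate 1 (26) or 2 (43) or disseminated replicate 1 (171) or 2 (95). It is not with a pseudocount of 0.5 (231), robust moderation (229) and the minimum of 2-fold (231). For the enrichment of the human melanoma ranking, the paper gives a false discovery rate of 0.08, against an adjusted p of 0.554 from fgsea here. Only libraries weighted by their quality bring it within 1.5 times (0.0958, where its alternatives ran from 0.0958 to 0.813). The paper's normalized enrichment score of 1.317 compares with 1.12 here and with 1.33 under no filter on low values and without in vitro replicate 2. The rate of the paper and the adjusted p here are unlike measures. The first came from the GSEA program, the second from permuted genes, adjusted over the higher and lower sets. The paper also used its own orthologues and its own gene list, against 99 matched genes here.

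In Fig. 2b, SOX10 stands at about 0.75, read by eye, against 0.17 for sox10 here, and no alternative closes this gap. The bar of KIT, beside it, is drawn near the value of sox10 here and the bar of SOX10 near that of kitb (0.68), while kita had 0.24, and whether the labels of these bars were exchanged was not tested. The other 17 genes read from this figure and Supplementary Fig. 3 lay within the spread, among them pah, gpr143 and gch2 (about 4.2, about 3.1 and about 2.8 in Fig. 2b, read by eye, against 4.28, 2.76 and 3.01 here). The spread is the larger of the SDs of the in vitro and the disseminated libraries. It is wide for some genes, such as dct (2.1 for a value of about 2.3), so lying within it is a weak test. Against the log2 fold changes of Supplementary Data 1, the paper's value was larger for 16 of 17 genes, by a median of 0.776. These are the named genes in the part at hand, and all have a paper value of at least 2.56. Genes with smaller or negative changes are not among them, so this count does not hold for all genes. For the 18 genes read from the figures, the paper's value was larger by a median of 0.0435. The paper's values in Supplementary Data 1 exceed those here by more than the larger error for 7 of the 17 genes. The pairs are, the paper's first, 3.79 and 2.76 for gpr143 (not different without in vitro replicate 2 or disseminated replicate 1), 3.18 and 2.12 for gch1 (different under every alternative), 2.56 and 1.99 for ENSDARG00000061810 (not different with upper-quartile rescaling, with weighted libraries, or without in vitro replicate 1 or disseminated replicate 1 or 4), 5.64 and 4.28 for pah (different under every alternative), 2.96 and 2.08 for myclb (not different with a replicate block or without disseminated replicate 4), 4.99 and 3.68 for snai1b (not different with a replicate block), and 3.75 and 3.01 for gch2 (not different with weighted libraries, or without in vitro replicate 1 or disseminated replicate 1 or 4). Under the other alternatives each of these stays different. The larger error is the largest of the in vitro SD, the disseminated SD and the paper's error, which is a standard error.

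The paper states that PMEL, TYR, TYRP1 and DCT rose. All of their copies have positive fold changes here, and pmela, pmelb and tyrp1b pass the threshold, but tyr (adjusted p = 0.0525 from limma) and dct (adjusted p = 0.0805) do not. tyr is called with upper-quartile rescaling, with weighted libraries, with a replicate block and without disseminated replicate 1 or 3, and dct with weighted libraries, with a replicate block and without in vitro replicate 2. SLC45A2, named in the proliferative signature, and mlphb, of the gene MLPH that Fig. 2b shows, miss the threshold as well (adjusted p = 0.0931 and 0.161); both are called with weighted libraries and with a replicate block, and mlphb without disseminated replicate 3.

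The paper states a significant rise of MYC and MYCL. myclb passes the threshold, while myca (1.53, adjusted p = 0.0556) and mycb (1.04, adjusted p = 0.170) do not; myca is called with weighted libraries, with a replicate block and without disseminated replicate 3, and mycb with weighted libraries and with a replicate block. mych (adjusted p = 0.0664) and mycn (adjusted p = 0.154) are both called with weighted libraries, with a replicate block and without disseminated replicate 4, and mych with upper-quartile rescaling. The paper describes a proliferative state, where the medians of the G1/S and G2/M lists were −0.84 and −0.63 here (adjusted p = 1.33e-06 and 3.39e-07 from camera, 0.345 and 0.298 with an estimated correlation), with 1 of 46 and 1 of 48 genes lower by limma and 0 when adjusted over each list alone. It describes a strong enrichment for the proliferative signature, where the proliferative genes had a p of 0.117 and the invasive genes of 0.00109 from camera (0.218 and 0.0180 with an estimated correlation), and the difference between them a p of 0.130 (0.226 with an estimated correlation). Fig. 2b shows EDNRB higher, where ednrba had −0.29 and ednrbb, under the minimum for testing, was higher in all 4 disseminated libraries.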

Other observations

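The tests of the explanations for the cell cycle genes were chosen only after the result was seen, while the gene lists had been set beforehand.

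Genes of DNA replication and mitosis leaned downward in the disseminated cells, with a median log2 fold change of −0.69 over the 94 genes tested, of which 2 were lower by limma (0 when adjusted over the list alone; 29 lower and 0 higher at an unadjusted p under 0.05), and a p of 8.20e-11 from camera (0.145 with an estimated correlation). Normalization could shift the list, but its median was −0.73 after quantile normalization (a p of 3.51e-08 from camera) and −0.65 after upper-quartile rescaling, which argues against the scaling of the values as the whole cause. RNA of other cells in the sorted pool could dilute these genes. Disseminated replicate 3, where markers of 10 other cell types held the highest share of the summed values (0.48%), had the lowest cell cycle means. The median fall would need 37.9% of all RNA to come from other cells. Markers are only part of a cell's RNA, so their share cannot be set against that value. Dilution alone would lower the genes of the tumour's own lineage as well, unless the other cells also express them. The median of the melanocyte regulators lay 0.30 to 0.59 above their in vitro means in the disseminated libraries, where that of the cell cycle genes lay at −0.98 to −0.32. Of the 17 regulators, 12 had a fold change above 0 and 5 below. Whether other cells of the fish also express these regulators was not tested, so the set does not decide on dilution. Single lineage genes were mixed, with sox10 at 0.17 and tfap2a at 0.20, but mitfa at −0.21, ednrba and pax3a at −0.29 and tfap2c at −0.43. A dilution that a rise of the lineage genes in the tumour cells offsets was not tested and stays open. A slower cell cycle in the fish than in culture and an effect of handling, which differed between the groups, stay open and were not tested.

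Markers of further cell types leaned upward: erythrocytes (3 of 12, 5 when adjusted over the list alone; median 0.92, adjusted p = 0.00180 from camera, 0.383 with an estimated correlation), led by hbae3 (2.16, adjusted p = 0.0393), nt5c2l1 (2.11, adjusted p = 0.0300) and sptb (2.01, adjusted p = 0.0197); hepatocytes (2 of 10, 5 when adjusted over the list alone; median 2.00, adjusted p = 0.000775 from camera, 0.345 with an estimated correlation), with plg (3.60, adjusted p = 0.00774) and tfa (2.22, adjusted p = 0.0494); keratinocytes (5 of 22, 6 when adjusted over the list alone; median 1.47, adjusted p = 8.77e-05 from camera, 0.298 with an estimated correlation), with agr2 (4.15, adjusted p = 0.000519), evpla (2.15, adjusted p = 0.00969) and grhl3 (2.12, adjusted p = 0.0426). The same held for photoreceptors (3 of 16, 7 when adjusted over the list alone; median 1.68, adjusted p = 0.000270 from camera, 0.155 with an estimated correlation), with rcv1 (4.06, adjusted p = 0.0348), crx (2.42, adjusted p = 0.0192) and grk1a (2.12, adjusted p = 0.0376), and for neurons (3 of 24, 6 when adjusted over the list alone; median 0.88, adjusted p = 0.0148 from camera, 0.298 with an estimated correlation), with slc32a1 (2.76, adjusted p = 0.00871), slc17a6a (2.61, adjusted p = 0.0364) and gad1b (2.33, adjusted p = 0.0268). None of these lists had a lower gene past the threshold of limma, and at an unadjusted p under 0.05 the neuron list had 1 and the others 0. For the hepatocyte and photoreceptor lists the minimum mean sets part of this, since genes low in vitro pass it more readily if they rise. Random lists matched on mean value had medians of 0.41 and 0.72 for these lists. A mean log2 value of at least 4 in vitro was found for 10 of the erythrocyte, 1 of the hepatocyte, 11 of the keratinocyte, 1 of the photoreceptor and 14 of the neuron genes tested, and 0 of them are in another list. Of these calls only that of agr2 held under every alternative. Without in vitro replicate 1 all the others end, without in vitro replicate 2 all but that of plg, without disseminated replicate 2 all but those of plg, evpla and slc32a1, without disseminated replicate 1 those of hbae3, nt5c2l1, sptb, tfa, grhl3, slc17a6a, gad1b, rcv1 and grk1a, and without disseminated replicate 4 that of tfa. With no filter on low values all but those of evpla, slc32a1 and agr2 end, with quantile normalization all but those of agr2, sptb, plg, evpla and slc32a1, with a pseudocount of 5 those of hbae3, tfa, grhl3, slc17a6a, rcv1 and grk1a, with one of 0.5 that of tfa, without a variance trend those of hbae3 and rcv1, and with a mean of at least 50 that of hbae3. The neuron list misses the threshold of camera with quantile normalization (adjusted p = 0.0871), with a mean of at least 50 (adjusted p = 0.0934) and without in vitro replicate 1 and with a replicate block (adjusted p = 0.0614), and the hepatocyte list with a mean of at least 50. The keratinocyte median was 0.68 with quantile normalization. Across the alternatives the photoreceptor median ran from 0.88 to 1.95, the neuron median from 0.52 to 1.07 and the hepatocyte median from 1.29 to 2.66.

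Among lists of pigment cells other than melanocytes, xanthophore genes had 2 of 13 higher and 0 lower (2 and 2 when adjusted over the list alone; median 0.64, adjusted p = 0.353 from camera), pax7b (3.56, adjusted p = 0.00148) and gch2. Iridophore genes had 5 of 18 higher and 3 lower (7 and 6 when adjusted over the list alone; median 0.11, adjusted p = 0.725), led by pnp4a (4.65, adjusted p = 0.00194), with the purine synthesis genes paics and ppat and prdx1 lower, which were singled out after their values were seen. The calls of pax7b and pnp4a held under every alternative and that of gch2 ends without in vitro replicate 2, while the sign of the iridophore median turns with a mean of at least 50. A mean log2 value of at least 4 in vitro was found for 8 of the xanthophore and 13 of the iridophore genes, and 5 of each list are in another list. The retinal pigment epithelium genes had a median of 0.15 and a mean of −0.10 (adjusted p = 0.751 from camera, which pointed down), and 6 of the 8 tested had a mean of at least 4 in vitro; the median is below 0 with quantile normalization, with weighted libraries and without disseminated replicate 1.

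Genes of oxidative phosphorylation and of the ribosome leaned downward, and small structural RNA genes upward. Of 74 oxidative phosphorylation genes 0 were higher and 1, atp5g3b (−1.61, adjusted p = 0.0461), lower by limma (0 when adjusted over the list alone; 2 higher and 21 lower at an unadjusted p under 0.05), with a median of −0.62 (adjusted p = 3.83e-07 from camera, 0.345 with an estimated correlation). Of 84 cytosolic ribosomal protein genes 0 passed in either direction (0 higher and 2 lower at an unadjusted p under 0.05), with a median of −0.22 (adjusted p = 0.000730 from camera, 0.503 with an estimated correlation, and −0.060 with an adjusted p of 0.105 without in vitro replicate 2). None of the 13 genes of the mitochondrial genome passed (0 higher and 1 lower at an unadjusted p under 0.05), with a median of 0.15 and a mean of 0.095 while camera pointed down (adjusted p = 0.936). Of 15 histone genes hist2h2l (1.35, adjusted p = 0.0360) was higher and h2afx (−1.96, adjusted p = 0.0437) lower, also when adjusted over the list alone, with a median of 0.12, a mean of −0.093 and camera pointing down (adjusted p = 0.510). Of 60 small structural RNA genes 3 were higher, copies of U1 (3.36, adjusted p = 0.0204), snoU109 (2.99, adjusted p = 0.0289) and 5S_rRNA (2.98, adjusted p = 0.0472), and 1 was lower (0 and 0 when adjusted over the list alone), with a median of 0.78 (adjusted p = 0.0148 from camera, 0.573 with an estimated correlation). The calls of atp5g3b, hist2h2l, h2afx, snoU109, U1 and 5S_rRNA end without either in vitro replicate, without disseminated replicate 2, with no filter on low values and with quantile normalization, those of atp5g3b, hist2h2l, h2afx and snoU109 also without disseminated replicate 1, and those of atp5g3b, hist2h2l and h2afx without a variance trend. Upper-quartile rescaling and a mean of at least 50 end those of atp5g3b and h2afx, and the pseudocounts those of snoU109 (5) and 5S_rRNA (0.5 and 5). Quantile normalization turns the signs of the mitochondrial, histone and small structural RNA medians, and camera's call of the last is lost there, with no filter, with a mean of at least 50, and without in vitro replicate 2 or disseminated replicate 3. The histone median is also below 0 without in vitro replicate 2 and without disseminated replicates 1 and 3, and the mitochondrial median without in vitro replicate 2 and disseminated replicate 3.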
